# The p53 transcriptional response across tumor types reveals core and senescence-specific signatures modulated by long noncoding RNAs

**DOI:** 10.1073/pnas.2025539118

**Published:** 2021-07-29

**Authors:** Ephrath Tesfaye, Elena Martinez-Terroba, Jordan Bendor, Lauren Winkler, Christiane Olivero, Kevin Chen, David M. Feldser, Jesse R. Zamudio, Nadya Dimitrova

**Keywords:** p53, tumor suppression, lncRNA, senescence, transcription

## Abstract

The p53 pathway is a universal tumor suppressor mechanism that limits tumor progression by triggering apoptosis or permanent cell cycle arrest, called senescence. In recent years, efforts to reactivate p53 function in cancer have proven to be a successful therapeutic strategy in murine models and have gained traction with the development of a range of small molecules targeting mutant p53. However, knowledge of the downstream mediators of p53 reactivation in different oncogenic contexts has been limited. Here, we utilized a panel of murine cancer cell lines from three distinct tumor types susceptible to alternative outcomes following p53 restoration to define unique and shared p53 transcriptional signatures. While we found that the majority of p53-bound sites and p53-responsive transcripts are tumor-type specific, analysis of shared targets identified a core signature of genes activated by p53 across all contexts. Furthermore, we identified repression of E2F and Myc target genes as a key feature of senescence. Characterization of p53-induced transcripts revealed core and senescence-specific long noncoding RNAs (lncRNAs) that are predominantly chromatin associated and whose production is coupled to *cis*-regulatory activities. Functional investigation of the contributions of p53-induced lncRNAs to p53-dependent outcomes highlighted *Pvt1b*, the p53-dependent isoform of *Pvt1*, as a mediator of p53-dependent senescence via *Myc* repression. Inhibition of *Pvt1b* led to decreased activation of senescence markers and increased levels of markers of proliferation. These findings shed light on the core and outcome-specific p53 restoration signatures across different oncogenic contexts and underscore the key role of the p53-*Pvt1b-Myc* regulatory axis in mediating proliferative arrest.

## Significance

The work by Tesfaye and colleagues defines universal and tumor type–specific features of the p53 tumor suppressor transcriptional network. This study determines a “core” signature of the p53 response across different oncogenic contexts, which defines a universal set of p53 target genes. In addition, this study clarifies the basis for outcome specificity downstream of p53 activation in different oncogenic contexts. We observe that while apoptosis in lymphoma cells is not primarily determined by p53’s transcriptional activity, p53 indirectly promotes senescence in lung adenocarcinoma and sarcoma cells by activating the *cis*-regulatory long noncoding RNA *Pvt1b*, which represses Myc levels and its proliferative function.

p53 is the most important tumor suppressor in the mammalian genome and the most frequently somatically mutated gene in human cancer (1). p53 operates as a stress-stabilized transcription factor that regulates a broad network of genes by binding to p53 motifs found in the promoters of target genes (2). Multiple studies have profiled the p53-regulated transcriptome across various biological contexts including the response to genotoxic stress (3–10) and oncogenic signaling (11–14). However, disentangling the contributions of cell-intrinsic versus stimuli-specific effects of p53 activation has proven challenging (15). While some studies have concluded that p53 function is primarily determined by the type of stressor used (13), others have suggested that cell identity plays a pivotal role in determining where p53 binds in the genome (16) and/or which genes are transactivated (3, 14).

Senescence and apoptosis are two alternative outcomes by which p53 limits aberrant growth. Apoptosis can lead to tumor regression through the permanent elimination of tumor cells (17, 18). Senescence can have pleiotropic effects on tumorigenesis by restricting proliferation (19) and signaling the immune clearance of tumor cells (20) or by triggering tumor-permissive immune suppression (21). The molecular cues determining why p53 initiates senescence downstream of p53 in certain contexts and apoptosis in others remain poorly understood.

Adding to the complexity of the p53 network, recent years have seen a growing appreciation for the roles of noncanonical players in the p53 network, including long noncoding RNAs (lncRNAs) (22). p53-activated lncRNAs have been reported to modulate gene expression by regulating p53 transcriptional activity (7, 23, 24), sequestering transcription factors (25), modulating p53-regulated enhancer activity (26, 27), or acting locally to fine-tune the expression of neighboring genes (28, 29). However, an integrated model for how lncRNAs contribute to the diverse tumor-suppressive functions of p53 is lacking.

To characterize the universal and context-specific signatures of the p53 response to oncogenic stress, we performed an integrated analysis of p53 binding sites and transcriptional outputs in response to oncogenic stress across a range of isogenic tumor types, cell lines, and p53-dependent outcomes. By investigating the contribution of lncRNAs to these signatures, we showed that the majority of p53-regulated lncRNAs exhibit *cis*-regulatory activities and highlighted *Pvt1b*, the p53-induced isoform of *Pvt1*, as a mediator of p53-dependent growth arrest.

## Results

### Genome-Wide Profiling of the p53 Response to Oncogenic Stress across Tumor Types.

To model the p53 response to oncogenic stress, we utilized a panel of cancer cell lines isolated from the *K-ras*^*LA2-G12D/+*^*; p53*^*LSL/LSL*^*; Rosa26-CreER*^*T2*^ (*KPR*) mouse model, which is an established tool for investigating the p53 tumor suppressor pathway across different tumor types (Fig. 1*A*) (18, 19). In this model, activation of the latent oncogenic *G12D* allele of K-ras occurs spontaneously in individual cells via somatic recombination and leads to the development of various tumor types including lung adenocarcinoma (LA), sarcoma (SA), and lymphoma (LY). Germ-line inactivation of the p53 tumor suppressor gene via transcriptional inhibition cassettes (*LoxP-STOP-LoxP* [*LSL*]) accelerates tumor formation and allows the propagation of cell lines isolated from these tumors in vitro (18). Previous studies have shown that endogenous p53 expression can be restored in tumor-bearing animals and in isolated cell lines by 4-hydroxytamoxifen (Tam)–activatable *CreER*^*T2*^ recombinase, which excises the *LSL* cassettes to allow *p53* transcription (18, 19). Following restoration, p53 is stabilized by the presence of oncogenic stress and promotes the expression of target genes, which results in distinct outcomes depending on tumor type (Fig. 1*A*). While LYs undergo apoptosis in vitro and tumor regression in vivo (18), LAs and SAs senesce in vitro and exhibit tumor stasis in vivo (19). In this study, we focused on a panel of six cell lines isolated from *KPR* tumors, including two LA-derived (LA1 and LA2), two SA-derived (SA1 and SA2), and two LY-derived (LY1 and LY2) cell lines. Restoration of p53 expression and activation of the p53 pathway was confirmed across all Tam-treated cell lines by immunoblotting for p53 and RT-qPCR for p53 and its target gene, *Cdkn1a/p21* (Fig. 1 *B* and *C*). As expected from previous studies (18, 19), we observed induction of apoptosis by the detection of cleaved caspase 3 (CC3) in LY, but not LA or SA cell lines, at 24 h after p53 restoration (Fig. 1*C*). Activation of senescence in LA and SA cell lines was detected by staining for β-galactosidase activity at 168 h following p53 restoration (Fig. 1*D*).

**Fig. 1.**
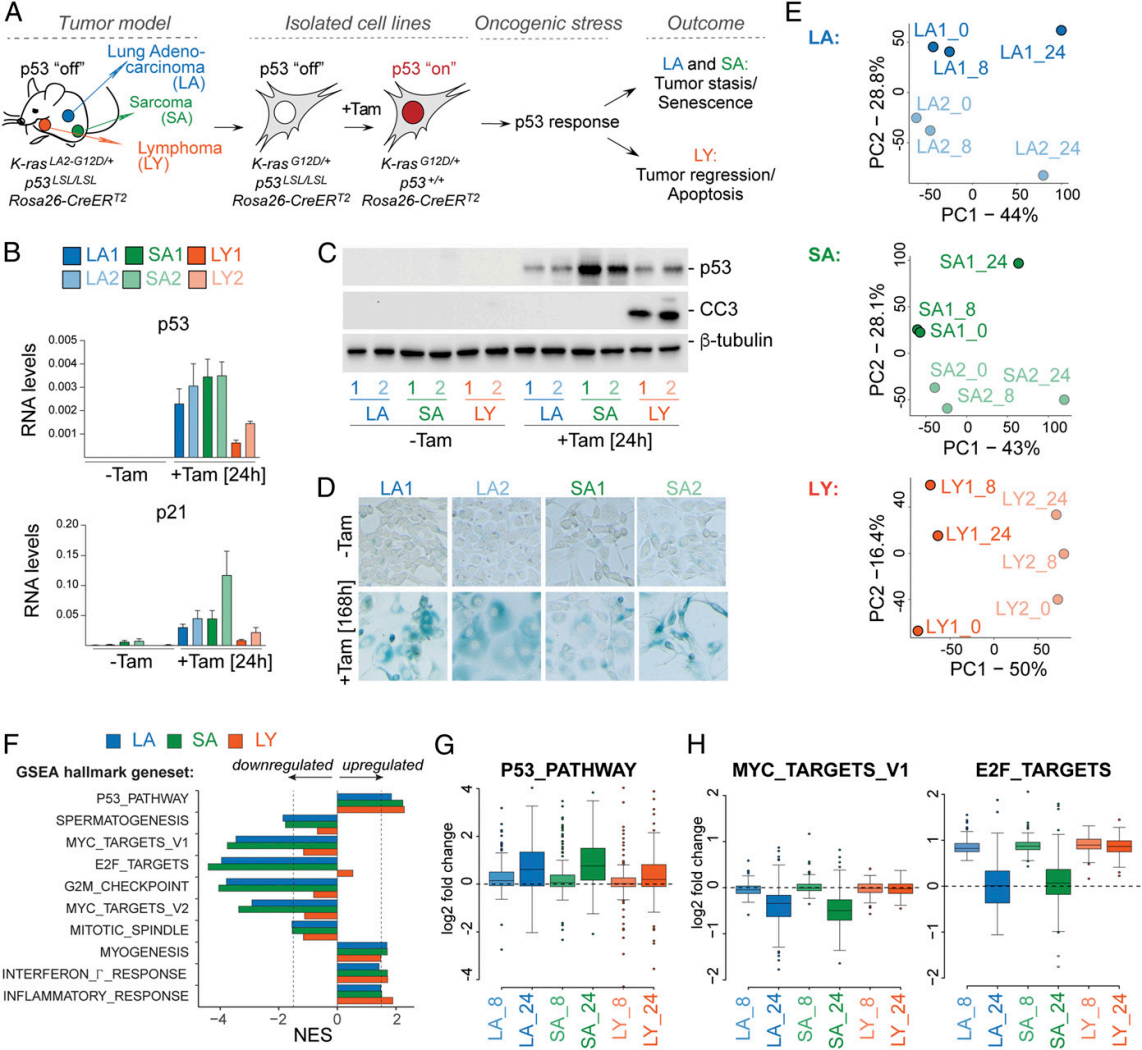
Characterization of the p53 transcriptional response to oncogenic stress across diverse tumor types and outcomes. (*A*) Diagram of the KPR murine model of cancer, tumor-derived cell lines, and tumor type–specific p53 outcomes upon Tam-mediated p53 restoration. (*B*) RT-qPCR analyses of *p53* and *p21* mRNA levels in six KPR cell lines following mock or Tam treatment. Data show mean ± SEM from *n* = 3 biological replicates. (*C*) Representative immunoblot analyses of p53 and cleaved caspase 3 (CC3) protein levels of cells in *B* from *n* = 3 biological replicates. β-tubulin is a loading control. (*D*) Representative images of senescence-associated β-galactosidase staining in indicated KPR cell lines and treatments from *n* = 3 biological replicates. (*E*) Principal component analysis (PCA) of RNA-seq from the indicated six KPR cell lines harvested at 0, 8, or 24 h after Tam treatment. (*F*) Normalized Enrichment Score (NES) of GSEA of the top 400 differentially expressed genes as determined by PCA in the three KPR tumor types. (*G* and *H*) p53-restoration–dependent expression changes of genes from indicated Hallmark GSEA gene sets in the indicated KPR tumor types and treatments relative to mock-treated samples.

### Universal and Senescence-Specific p53 Signatures in Response to Oncogenic Stress.

To characterize the p53 response to oncogenic stress across these three different tumor types and two distinct cellular outcomes, we performed RNA sequencing (RNA-seq) of untreated and Tam-treated cells harvested at early (8 h) or late (24 h) time points following p53 restoration. Principal component analysis (PCA) revealed distinct global gene expression signatures in the different tumor types, with cell lines from the same tumor type clustering closely regardless of treatment (*SI Appendix*, Fig. S1). Examination of the heterogeneity within each tumor type indicated a robust p53 transcriptional signature, with variations evident between untreated samples and samples harvested at 24 h following p53 restoration (LA: PC1 44%; SA: PC1 43%; and LY: PC2 16.4%), allowing us to study the p53-dependent response to oncogenic stress across these different contexts (Fig. 1*E*).

Clustering of the top 400 genes from PCA (*SI Appendix*, Fig. S2 *A*–*C*), gene set enrichment analysis (GSEA) (Fig. 1*F*), and transcription factor (TF) target analysis (*SI Appendix*, Fig. S2*D* and Dataset S1) of genes differentially expressed at 24 h after Tam largely revealed two main categories of genes. On the one hand, gene sets related to p53 function were significantly enriched across all cell lines, consistent with a shared p53-driven transcriptional signature (Fig. 1*F* and *SI Appendix*, Fig. S2*D*). Importantly, genes from the HALLMARK_P53_PATHWAY gene set displayed a significant and measurable early induction at 8 h following p53 restoration, which was, on average, ∼12% of the transcript levels measured at the 24-h time point (Fig. 1*G*). On the other hand, we identified sets of down-regulated genes, which were enriched for factors that positively regulate cell cycle progression (E2F targets, Myc targets, G2/M checkpoint factors, and mitotic spindle checkpoint factors) (Fig. 1*H* and *SI Appendix*, Fig. S2 *A*–*D*). In contrast to the p53 target genes, Myc and E2F target genes were unresponsive at the early time point of Tam treatment and were found to be preferentially down-regulated at 24 h following p53 restoration (Fig. 1*H*). These findings established the presence of an early and universal p53-dependent transcriptional activation program in response to oncogenic signaling, which is largely independent of cell line– and tumor type–specific variations. In addition, these data suggested inputs from additional transcriptional networks, including Myc and E2F, in a subset of the cell types.

Across these analyses, we noted that LA and SA shared similar expression patterns, while LY exhibited distinct gene expression signatures (Fig. 1 *F* and *H* and *SI Appendix*, Fig. S2 *A*–*D* and Dataset S2). Namely, we found that at 24 h following p53 restoration, LA and SA cell lines consistently clustered together and showed comparable enrichments for related GSEA and TF target gene sets. In particular, Myc and E2F target genes showed significant overlap between LA and SA cell lines (MYC_TARGETS, V1, *P* < 2e-16; E2F_TARGETS, *P* < 1e-16) but were not enriched in LY. The similarity of the p53 response between these tumor types was further confirmed by correlation analysis, which revealed that LA and SA expression profiles were positively correlated to a much higher extent than any LY-related correlations (Pearson correlation: LA–SA, *r* = 0.67, *P* = 0.2; LA–LY, *r* = 0.59, *P* = 0.05; SA–LY, *r* = 0.44, *P* = 0.05) (*SI Appendix*, Fig. S2*E*). We examined whether this was due to a shared senescence response that LA and SA cell lines activate following p53 restoration. Indeed, analyses of curated GSEA gene sets revealed that LA and SA cell lines shared a notable senescence signature (TANG_SENESCENCE_UP, TANG_SENESCENCE_DOWN), which was absent from LY-derived cells (*SI Appendix*, Fig. S2*F*). We concluded that there is a senescence-specific transcriptional signature during the p53 response to oncogenic stress, which features repression of Myc- and E2F-controlled cell cycle genes. Importantly, the senescence signature was only evident at 24 but not at 8 h following p53 restoration and was not present in cells that undergo apoptosis, differentiating it from the direct p53-dependent transcriptional activation response (*SI Appendix*, Fig. S2*F*).

### Identification of Core and Senescence-Specific p53 Targets.

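Binding of p53 was mapped by ChIP in 2 KPR cell lines of each tumor type, LA1 and LA2, SA1 and SA2, and LY1 and LY2. The series held 24 samples, an input and a p53 ChIP from each line before Tam and after 24 h of Tam. The paper gives the Tam dose as 0.5 µM and the sample labels give 500 nM. The values used here were 6 lists of p53 peaks, 1 per line, from the p53 ChIP at 24 h of Tam. Reads of the inputs and of the untreated samples were not used here. The sample labels give the opposite tumor types for the SA and LY lines, and the lines were assigned by the legends of the paper's datasets. The paper's ChIP methods name LA2, SA1 and LY1, with no reason for leaving out the other 3 lines, so values are given for LA2, SA1 and LY1 and then for LA1, SA2 and LY2. The authors mapped the reads to mm10 with Bowtie and called peaks with MACS2, versions 1.0.1 and 2.2.7.1 in the submitters' processing notes. The fold enrichment and the q value of each peak are the authors' and were used only within a list. By the lists' names, the LA lists were called against untreated p53 ChIP of LA cells, and the SA and LY lists both against untreated p53 ChIP of SA cells, whereas the methods give a control of the respective tumor type. The lists held 4240 peaks in LA1, 2753 in LA2, 10774 in SA1, 15177 in SA2, 2853 in LY1 and 15400 in LY2, and reached below the threshold in the methods. Peaks with a q under 0.01 and a fold enrichment of at least 5 were kept. A p53 motif was called anywhere in a peak with a 20-base matrix of a pair of adjoining 10-base half-sites, at a chance under 0.0001 per position, in place of FIMO. Genes of GENCODE release M21 were taken with 2 kb upstream. Read depth is unknown from peak lists, 95% intervals are exact and cover counting error only, and the cell line is the replicate, so no p was computed across peaks.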

To determine whether p53 contributes directly to these universal and outcome-specific transcriptional responses, we mapped p53 binding sites by chromatin-immunoprecipitation and sequencing (ChIP-seq) in the tumor cell lines at 24 h following mock treatment or Tam-mediated p53 restoration (Dataset S3). 

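The 8-base word CCCGGGCA, which fits the consensus of a p53 site without a mismatch, was the most enriched word within 50 bp of the peak summits of LA2 and of LY1. It occurred 427 times at LA2 summits against 5.05 times expected from flanking sequence, and 246 times at LY1 summits against 4.04. In SA1 the first word was CTGCAGCC, with 522 occurrences against 36.9, and the first word that fits the p53 consensus was AGCCCGGG at rank 19, with 414 against 143. Among the other 3 lines, CCCGGGCA was at rank 3 in LA1, with 219 occurrences against 6.06, behind AGAGGCAG, with 349 against 75.8. The words AGGCAGAG in SA2, with 1676 occurrences against 295, and AGAGGCAG in LY2, with 3648 against 426, came first there, and the first word that fits the consensus was at rank 141 and 39. Words were pooled over both strands and ranked by their excess over sequence 300 to 400 bp from the summits, a count that stood in for a motif search and counts each copy of a repeated element.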

Consistent with high-confidence identification of p53 binding sites, the top multiple expectation maximizations for motif elicitation (MEME) motif in each sample was the p53 motif. Although peak numbers varied between cell types, increased number of peaks in ChIP-seq experiments did not result in the identification of more bound sites with p53 motifs (*SI Appendix*, Fig. S3*A*), which could be related to ChIP efficiency or suggest varying numbers of weaker and potentially nonfunctional p53 genomic interactions. 

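LA2 had 1736 peaks and a p53 motif in 42.5% (95% CI 40.2–44.9) of them. LY1 had 1759 peaks and a motif in 27.3% (25.2–29.4), and SA1 had 6508 peaks and a motif in 14.2% (13.4–15.1). LA1 had a motif in 16.6% (15.2–18.1) of 2605 peaks. Shares were lower in the other lines with many peaks, 4.86% (4.36–5.39) of 6964 peaks in LY2 and 3.08% (2.73–3.46) of 8743 in SA2. In number, peaks with a motif came to 738 in LA2, 926 in SA1 and 480 in LY1, and to 433 in LA1, 269 in SA2 and 338 in LY2. Flanks of the same length 2 kb away held a motif in 2.88% (SA2) to 4.38% (LA2) of cases. Over the flanks, the excess of motif peaks was 662 in LA2, 673 in SA1, 411 in LY1, 350 in LA1, 103.5 in LY2 and 17 in SA2. The share in peaks was above that in flanks in 6 of 6 lines, with a mean log2 ratio of 1.83 ± 1.27 (SD, n = 6 lines; exact two-sided sign-flip permutation test, p = 0.03125, the smallest that 6 lines allow). Peak summits lay in a 32-base word with more than 1 copy in the genome in 30.4% of LA2, 39.9% of LY1, 47.1% of LA1, 76.6% of SA1, 94.7% of LY2 and 97.3% of SA2 peaks, against 16.9 to 31.7% of points 20 kb away. Over summits in words of a single copy the motif shares were 28.0% in LA2, 22.4% in SA1 and 14.7% in LY1, so that SA1 stood above LY1, and 13.4% in LA1, 7.56% in SA2 and 13.3% in LY2. With the stricter filter they were 95.9%, 87.1% and 98.0% in LA2, SA1 and LY1, and 94.7%, 16.0% and 39.8% in LA1, SA2 and LY2.

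**Figure D1:**
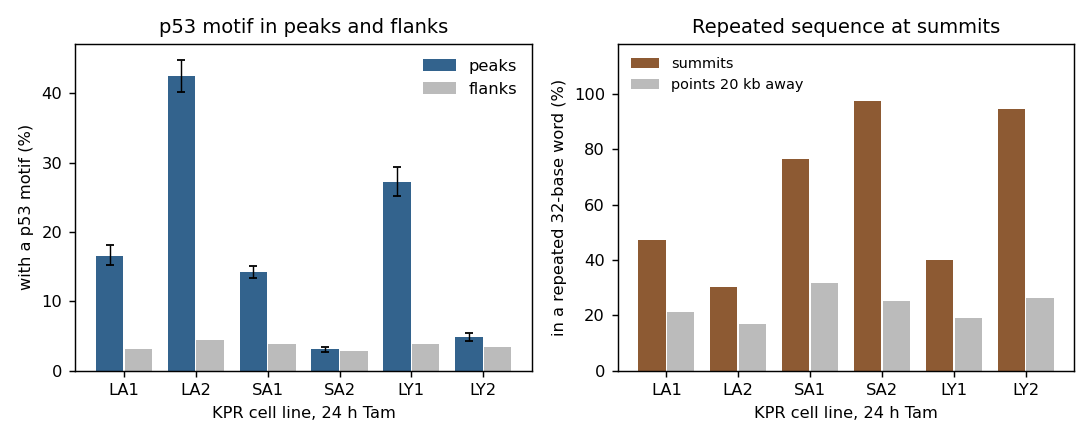
Percent of peaks and of flanks 2 kb away with a p53 motif (left, error bars are exact 95% intervals) and percent of peak summits and of points 20 kb away in a repeated 32-base word (right) in each KPR line at 24 h of Tam. LA2 is highest on the left at 42.5% and lowest on the right at 30.4%, and SA2 is lowest on the left at 3.08% and highest on the right at 97.3%.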

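Otog, a gene of the inner ear, held one of the strong motif peaks. Its coding exon 11 had the site GAATATGCCCGGGCATGTGC (chromosome 7, 46252019–46252038, mm10), 9 bp from the summit, and a fold enrichment of 32.1 in LA2, 18.4 in SA1 and 13.3 in LY1. Over all LA2 peaks the median fold enrichment was 9.03 with a p53 motif and 5.97 without. The medians were 7.41 and 5.98 in SA1, and 8.72 and 6.01 in LY1, so the ratios in LA2, SA1 and LY1 were 1.51, 1.24 and 1.45. Fold enrichment was compared here among peaks of at least 5-fold, whereas the paper compares normalized read density, another measure. In LA1, SA2 and LY2 the peaks with a motif had medians of 7.43, 8.12 and 7.02 and those without had 5.87, 6.39 and 6.07. Some strong peaks had no motif at this threshold, among them the peak in exon 1 of Phlda3, which encodes an inhibitor of Akt, with 19.7 in LA2 and 16.9 in SA1. Motif peaks had the higher median in 6 of 6 lines, a mean log2 ratio of 0.39 ± 0.15 (SD, n = 6 lines; exact two-sided sign-flip permutation test, p = 0.03125, the smallest possible). With all deposited peaks and with motifs counted only within 50 bp of the summit it was 0.32 and 0.33, in 5 of 6 lines, which ends the call since 6 lines pass 0.05 only if all go one way. It was lower with a stricter filter on peaks (0.20, 4 of 6 lines) and over summits in words of a single copy (0.16, 5 of 6 lines), where it was not past 0.05 either.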

As expected, based on normalized read numbers within peaks, p53 peaks with p53 motifs displayed nearly twofold higher read density compared to those without a motif, suggesting stronger binding (Fig. 2*A* and Dataset S4). Furthermore, by examining shared p53-bound regions between cell types, we observed a higher overlap in peaks with p53 motifs compared to peaks without apparent motifs by MEME analysis (Fig. 2*B* and Dataset S5). 

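Regions with a p53 motif were shared between tumor types more often than regions without. With LA2, SA1 and LY1 merged, 531 of 1346 motif regions (39.5%, 95% CI 36.8–42.1) were called in at least 2 tumor types, against 120 of 7721 regions without a motif (1.55%, 1.29–1.86), a ratio of 25.4. The ratio was 10.6 with all deposited peaks, 6.44 with the stricter filter and 17.2 over summits in words of a single copy, where 23.7% of motif regions were shared. An LA and SA region was the one in intron 7 of the mismatch repair gene Msh2 (chromosome 17, 87695852–87696231 in LA2), with a fold enrichment of 21.8 in LA2 and 16.6 in SA1 and the site CAGCATGCCCGGGCTAGCGC. An LA and LY region lay at exon 1 of Gtse1, which encodes a regulator of the G2 phase, at 6.09-fold in LA2 and 5.06-fold in LY1. The region in intron 16 of Iqch was called in SA1 at 5.99-fold and in LY1 at 6.39-fold. Its SA1 peak was 98.2% masked as repeat, though its summit word had 1 copy. Regions in a single tumor type numbered 249 in LA, 441 in SA and 125 in LY with a motif, and 961, 5460 and 1180 without. Motif regions shared by LA and LY numbered 41 and those shared by SA and LY 40. Without a motif, LA and SA shared 24 regions, LA and LY 5, SA and LY 86, and all 3 types 5. With LA1, SA2 and LY2 merged, 267 of 715 motif regions (37.3%, 33.8–41.0) and 3561 of 13025 without (27.3%, 26.6–28.1) were shared, a ratio of 1.37. There, 3159 of the shared regions without a motif were those of SA2 and LY2.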

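Intron 1 of Pcdh7, a protocadherin gene, held a p53 peak in each of the 6 lines (chromosome 5, 57789495–57789927), with a fold enrichment of 20.9 in LA2, 41.3 in SA1 and 15.7 in LY1, and of 19.5 in LA1, 15.9 in SA2 and 16.3 in LY2. Intron 2 of Ncoa1, which encodes a coactivator of nuclear receptors, had 21.0 in LA2, 28.7 in SA1 and 15.2 in LY1 (chromosome 12, 4357392–4357737). Peaks in introns of Tesc, Cd302, Abca13 and Adgrl3 were also among the 10 genic regions that ranked highest in their weakest list. The words at the summits of these 10 regions had 116 to 448 exact copies in the genome. Merging LA2, SA1 and LY1 gave 276 motif regions called in all 3 tumor types, of which 273 overlapped the universal regions of Dataset S5. Of the universal regions in that dataset, 198 (71.7%, 95% CI 66.0–77.0) had a peak in LA1, 142 (51.4%, 45.4–57.5) in SA2 and 146 (52.9%, 46.8–58.9) in LY2, lines not used in their choice but called against the same controls by the lists' names. Regions moved to random places nearby had a peak in 0.0616 to 0.236% of cases. Those places were not matched on repeated sequence, so they cannot separate p53 binding from reads assigned at random among copies. In all, 111 motif regions, 36 of them genic, were called in all 3 tumor types both in LA2, SA1 and LY1 and in LA1, SA2 and LY2. Repeats masked more than 0.5 of the strongest LA2 peak in 232 of the universal regions (84.1%), and 228 (82.6%) had a repeated word at the LA2 summit, with a median of 123 copies. Over summits in words of a single copy, 31 motif regions were called in all 3 tumor types.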

From these analyses, we identified 276 motif-containing genomic regions enriched over background across all cell types, indicating the presence of a core p53-bound signature (Fig. 2*B*). 

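Intron 1 of Zmat3, an RNA-binding mediator of growth arrest, had a p53 peak of 77.9-fold in LA2 and 49.3-fold in SA1 and none in LY1 or LY2 (chromosome 3, 32364178–32364617 in LA2). In LA1 its fold enrichment was 31.3, and SA2 had no peak there. Rap2b, a small GTPase gene, had 7.64 in LA2, 17.4 in SA1 and 7.38 in LA1 at exon 1, with no peak in SA2, LY1 or LY2. Motif regions called in LA2 and SA1 but not in LY1 numbered 174, of which 163 overlapped the senescence-preferential regions of Dataset S5. There were 98 over summits in words of a single copy, 105 without regions mostly masked as repeat and 82 with the stricter filter. Of that dataset's own regions of this kind, 77 (44.3%, 95% CI 36.7–52.0) had a peak in LA1, 6 (3.45%, 1.28–7.35) in SA2 and 5 (2.87%, 0.939–6.58) in LY2. The calls in LA2, SA1 and LY1 were used in choosing them, so only the other 3 lines bear on how far they recur. Of these, SA2 and LY2 can tell little. A motif was in 3.08% of SA2 peaks against 2.88% of flanks, and in 4.86% of LY2 peaks against 3.37%. Neither list had a peak at Cdkn1a, so a region without a call there may be a missed one. With the same limit, motif regions called in LA and SA but not LY in both sets of lines numbered 2, of which 0 were genic. Of the LA2 peaks, 27.6% overlapped a peak of SA1 and 18.8% a peak of LY1. The Jaccard index, which falls as lists differ in length, of LA2 and SA1 was 0.0617, that of LA2 and LY1 0.103 and that of SA1 and LY1 0.0518. Over motif regions alone the same indices were 0.369, 0.349 and 0.289. The highest index of all 15 pairs was 0.305 for SA2 and LY2, and that of LA1 and LA2 was 0.0828. Summits lay in repeated words in 97.3% of SA2 and 94.7% of LY2 peaks, and both lists name the same SA control. The paper correlates ChIP-seq profiles, another measure, so an index of peak overlap does not test its correlation of LA and SA. Lists of the same tumor type had a mean index 0.0122 above that of lists of different types (exact one-sided permutation over 15 pairings, p = 0.4), and over motif regions the difference was -0.00935. With 1 line left out the difference over all peaks ranged from -0.0207 to 0.0681. Its direction also turned with the same number of top peaks from each list.

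**Figure D2:**
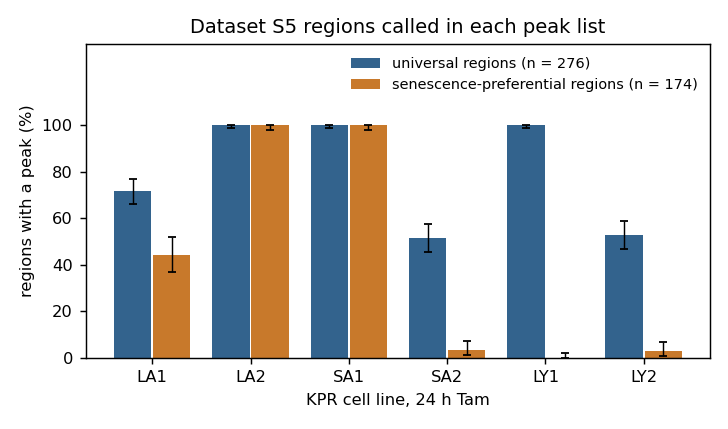
Percent of the universal and of the senescence-preferential regions of Dataset S5 with a peak in each KPR line at 24 h of Tam, with exact 95% intervals. The senescence-preferential regions stand at 44.3% in LA1, 3.45% in SA2 and 2.87% in LY2.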

We also noted 174 p53-bound regions shared between LA and SA but not LY samples and a strong correlation between the ChIP-seq profiles of LA and SA cell lines, suggesting direct p53 transcriptional input into the senescence outcome (Fig. 2 *B* and *C*).

**Fig. 2.**
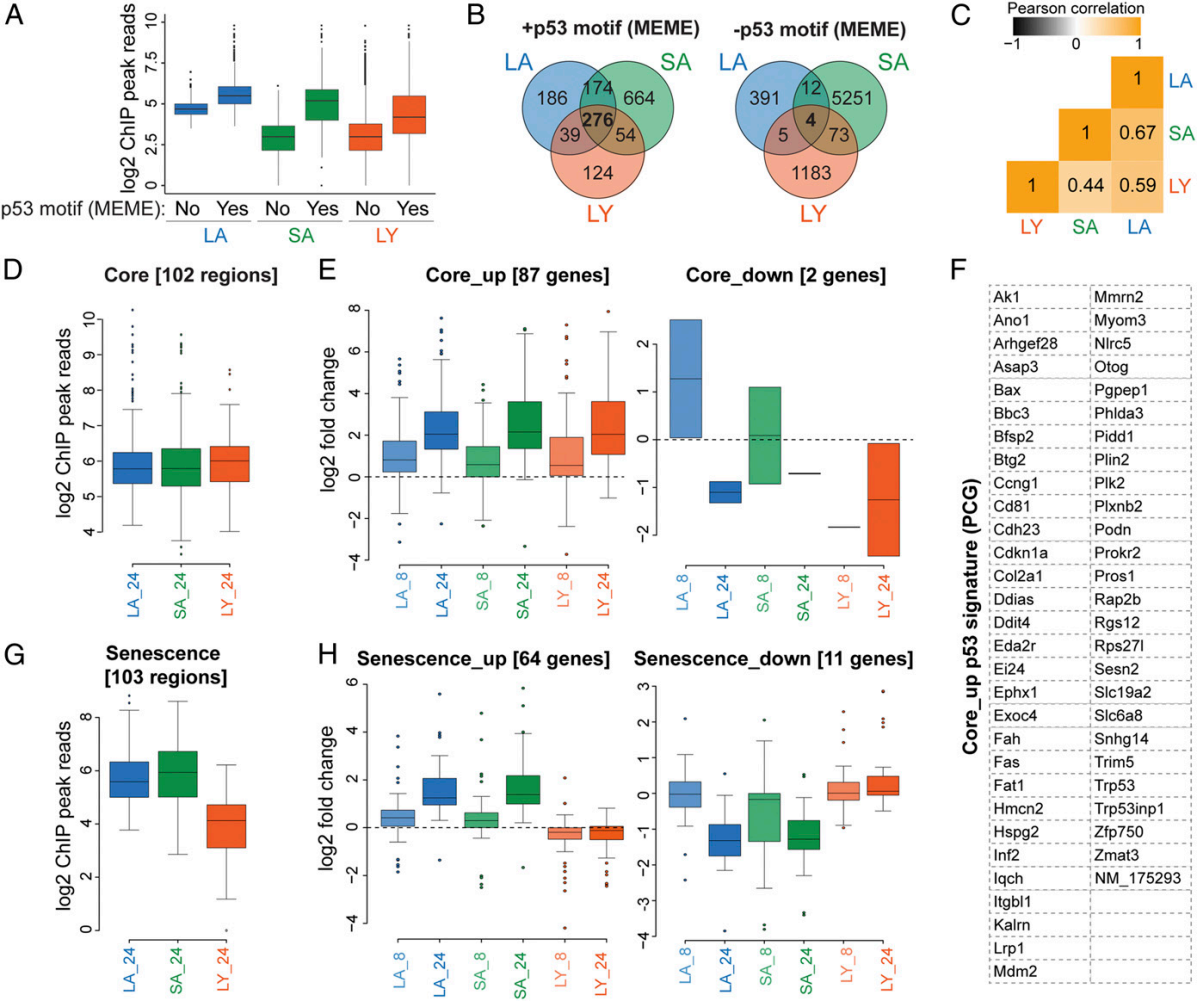
Identification of p53-regulated core and senescence-specific targets. (*A*) Normalized p53 ChIP-seq read densities in indicated KPR tumor types. Peaks are categorized by absence (No) or presence (Yes) of the p53 motif, determined by MEME analysis. (*B*) Venn diagrams of p53 peak distributions across KPR tumor types, grouped by peaks with (*Left)* or without *(Right)* apparent p53 motifs, determined by MEME analysis. (*C*) Pearson correlation matrix of indicated p53 ChIP-seq profiles; numbers show *r*-values. (*D*) Normalized p53 ChIP-seq reads at 102 core genomic regions. (*E*) p53-restoration–dependent fold change in the expression levels of 89 core genes corresponding to the regions in *D* in indicated KPR tumor types and time points of Tam treatment. (*F*) Table of 56 core PCGs induced following p53 restoration across all KPR tumor types. (*G*) Normalized p53 ChIP-seq reads at 103 senescence-specific regions. (*H*) p53-restoration–dependent fold change in the expression levels of 75 senescence-specific genes corresponding to the regions in *G* in indicated KPR tumor types and time points of Tam treatment.

We next determined how these binding events related to transcriptional output by integrating the p53 binding and transcriptome profiles (*SI Appendix*, Fig. S3*B*). 

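Of the senescence-preferential regions of Dataset S5, 106 (60.9%) lay in a gene or within 2 kb upstream of one, and of the universal regions 112 (40.6%). Among the genes with a motif peak in LA2 and SA1, Eda2r, a death receptor of the TNF receptor family, had a fold enrichment of 5.96 in LA2 and 18.0 in SA1 in intron 1 (chromosome X, site GGACAAGTCCGGGCATATTC). Rps27l, which encodes a ribosomal protein, had 7.65 in LA1, 7.64 in LA2 and 10.5 in SA1 in intron 1. Arhgef28, a Rho exchange factor gene, had 15.9 in LA2 and 14.8 in SA1 in intron 1, and peaks elsewhere in the gene in SA2 and LY2. None of these 3 genes had a peak in LY1. The median fold enrichment of the universal regions was 12.4 in LA2 and 18.5 in SA1, and that of the senescence-preferential regions 9.93 and 9.12. RNA values were not used here.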

Using stringent criteria to define regions based on significant p53 binding by ChIP-seq, presence of p53 motifs, and detection of transcriptional output by RNA-seq, we identified 102 core and 103 senescence-specific regions bound and activated by p53 (Dataset S6). Core regions showed nearly uniform levels of p53 binding across all three tumor types and gave rise to a comparable transcriptional output at early and late time points of p53 restoration (Fig. 2 *D* and *E*). 

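Among the core protein-coding genes, a peak was called in each of LA2, SA1 and LY1 at 10, in LA2 and SA1 but not in LY1 at 18, and in no line at 2, Ddit4 and Plxnb2. Trp53inp1, a stress-induced cofactor of p53 in apoptosis, was bound just upstream of its start in LA2 (15.7-fold), SA1 (10.6-fold) and LY1 (11.9-fold), and in LA1 (6.24-fold). Ccng1, the cyclin G1 gene, had a fold enrichment of 6.26 in LA2 and 7.82 in SA1 in intron 1, and of 10.9 in LY1 at another place in the gene. Btg2, an antiproliferative gene, had 10.1 in LA2 and 14.4 in SA1, and Fat1, which encodes a protocadherin, had 8.96 and 16.8. Neither Btg2 nor Fat1 had a peak in LY1 or LY2. Podn, an extracellular matrix gene, had 12.2 in SA1 and 21.1 in LY1 and no peak in either LA line. Read densities were not used here, so only calls are compared between lines.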

Importantly, this analysis led us to define a high-confidence set of 56 protein-coding genes (PCG), which represent the core p53 response to oncogenic stress independent of cell line and tumor type variability (Fig. 2*F*).

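Of the 56 core protein-coding genes of Dataset S6, 34 (60.7%) had a peak in the gene or within 2 kb upstream in LA2, 46 (82.1%) in SA1 and 16 (28.6%) in LY1. In the other lines, 20 (35.7%) had one in LA1, 9 (16.1%) in SA2 and 11 (19.6%) in LY2. With a p53 motif in the peak the counts were 24 in LA2, 28 in SA1 and 10 in LY1, and 14 in LA1, 0 in SA2 and 2 in LY2. Plk2, a kinase that slows the cell cycle, had a fold enrichment of 10.3 in LA2 and 5.44 in SA1. Exoc4, an exocyst gene, had a peak in 5 of the lines, not all at the same place, LA2 (8.77), SA1 (7.09), SA2 (6.12), LY1 (10.1) and LY2 (8.00). No core protein-coding gene had a peak in all 6 lines, and 1 had a peak in each of LA1, SA2 and LY2. The paper chose these genes in part on the LA2, SA1 and LY1 libraries, so the counts there are not independent of the choice. The paper also assigns peaks outside this window to their closest gene. A core or senescence-specific gene without a peak here may therefore have one farther away. Over summits in words of a single copy, 0 of the genes had a peak in SA2 and 3 in LY2.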

In addition, we observed senescence-specific regions, which showed similar levels of p53 binding in LA and SA but a 3.3-fold reduction in read density in LY (Fig. 2*G*). p53 binding was accompanied by a pronounced up-regulation of the corresponding 64 genes at 8 (*P* < 1.6 × 10^−5^) and 24 (*P* < 1.6 × 10^−6^) hours following p53 restoration in both LA and SA but not in LY cell lines (Fig. 2*H*). Similarly, we observed a small set of genes, which were preferentially responsive in LY at 8 and 24 h following p53 restoration (*SI Appendix*, Fig. S3*C*). These data revealed the presence of an early and direct p53-dependent transcriptional response that might set the stage for the activation of prosenescence and proapoptotic pathways (Dataset S6).

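Of the senescence-specific genes with higher expression in Dataset S6, 55 were in the annotation, and a peak was called at 32 of them in LA2, 37 in SA1 and 19 in LY1. In the other lines the counts were 19 in LA1, 9 in SA2 and 9 in LY2, the last 2 falling to 1 and 3 over summits in words of a single copy. Counting only peaks with a p53 motif, they were 28 in LA2, 31 in SA1 and 9 in LY1, and 14, 2 and 3 in LA1, SA2 and LY2. Foxo3, a forkhead transcription factor of stress resistance, had a fold enrichment of 11.2 in LA2, 8.65 in SA1 and 6.53 in LA1 in intron 2, at the site GGGCATGCACAGGCATGCAC, and no peak in SA2, LY1 or LY2. Notch1, a receptor of cell fate decisions, had 6.36 in SA1 alone. Kcnma1, a potassium channel gene, had 5.75 in SA2 and 7.31 in LY1 at different places, without a motif in the LY1 peak. These genes were chosen by the paper in part on LA2, SA1 and LY1, and the fold enrichment of a list cannot be compared with that of another list.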

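Motif regions called in LY1 but in neither LA2 nor SA1 numbered 125. Of these, 2 had a peak in LA1 (1.60%, 95% CI 0.194–5.66), 1 in LY2 (0.800%, 0.0203–4.38) and 0 in SA2 (0%, up to 2.91). The only motif region called in LY lines alone in both sets of lines lay in intron 1 of Gm32687 (chromosome 10, 81870179–81870424), with a fold enrichment of 5.74 in LY1 and 6.07 in LY2. Among genes of growth arrest, peaks in LY1 alone were called upstream of Gadd45a, a DNA damage response gene (7.53-fold), and of Plk3, a stress-response kinase gene (7.45-fold). Tcf7, a transcription factor of T cell development, had a peak in LY1 alone, at 5.87-fold. None of these 3 peaks held a p53 motif. The LY lists were called against an untreated SA control by their names.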

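Genes of growth arrest had peaks more often than random genes of the same length in LA1, LA2, SA1 and LY1. Of 14 such genes, 9 had a peak in LA2, 10 in SA1 and 5 in LY1, and 6, 1 and 1 in LA1, SA2 and LY2, a mean of 38.1% ± 27.4 (SD, n = 6 lines) against 2.56% for random genes. Of 14 apoptosis genes, 7 had a peak in LA2, 6 in SA1 and 3 in LY1, and 3, 1 and 1 in LA1, SA2 and LY2, a mean of 25.0% ± 17.9 (SD, n = 6 lines) against 3.46%. Both means were above those of all 10000 random sets, but both lists hold core genes that the paper chose in part on p53 binding in LA2, SA1 and LY1. Among the lines outside that choice, growth arrest and apoptosis genes stood at percentiles 100 and 98.99 of the random sets in LA1, 72.4 and 65.95 in SA2, and 73.5 and 63.6 in LY2. The apoptosis gene Bcl2l11, which encodes the BH3-only protein Bim, had 5.16-fold in LA2 and 6.65-fold in SA1. Pmaip1, which encodes Noxa, and Apaf1, of the apoptosome, had no peak in any line. The growth arrest gene Rprm had none either. In LY1 fewer genes of both groups had a peak than in LA2 and SA1, which was not tested. From p53 binding and expression the paper describes an early and direct response, which it proposes might precede the senescence and apoptosis programs. Its discussion states that evidence for a role of this early activation in choosing between them was limited.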

### Core and Senescence-Specific lncRNAs in the p53 Oncogenic Stress Response.

We noticed that 31 out of 87 core genes (36%) and 19 out of 64 senescence-specific genes (30%) were lncRNAs, suggesting broad contributions from this class of noncoding transcripts to the p53 response (Dataset S7). 

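Among the core lncRNA genes of Dataset S6, 12 were in the annotation, and a peak was called at 8 of them in LA2, 12 in SA1 and 3 in LY1. LA1 had a peak at 7, SA2 at 4 and LY2 at 3 of them. Of 10 senescence-specific lncRNA genes in the annotation, 6 had a peak in LA2, 8 in SA1 and 4 in LY1, and 3 in LA1, 0 in SA2 and 0 in LY2. 5830418P13Rik, named Bfsp2-as in Dataset S7, had a fold enrichment of 12.4 in LA2, 7.18 in SA1 and 16.3 in LY1 at the site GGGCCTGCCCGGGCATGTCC (chromosome 9, 103451053–103451072), which overlaps intron 2 of Bfsp2. Its fold enrichment in LA1 was 10.5. The LA2 peak there was 95.7% masked as repeat, and its summit word had 2 copies. Gm26651, named lincRNA-Gadd45γ, had 10.2 in LA2 and 9.40 in SA1 in exon 3, and Gadd45g itself had no peak in any line. The assembled transcripts in these sets that carry no symbol of the annotation were not analysed here.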

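Trp53cor1, which is lincRNA-p21, lies on the minus strand of chromosome 17 from 29057430 to 29079179, upstream of Cdkn1a. Its exon 1 held a p53 peak of 9.53-fold in LA2, 10.5-fold in SA1 and 5.68-fold in LA1, and none in SA2, LY1 or LY2. The site there, AGGCAAGCCCGGGCAAGGCC (29079039–29079058), was 26 bp from the LA2 summit. Pvt1, a noncoding neighbor of Myc on chromosome 15, had a peak in intron 1 of 27.5-fold in SA1 and 6.52-fold in SA2 at the site TGACAAGTTTGGGCTTGTTC (62039207–62039226), and no peak in LA1, LA2, LY1 or LY2. SA1 had 86 peaks within Pvt1 and 104 between 62 and 63 Mb of that chromosome, against a median of 2 over 1 Mb windows holding any SA1 peak. Whether a local gain in copy number raised the SA1 peaks and folds there was not tested.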

Two of the core lncRNAs (*lincRNA-p21* and *Pvt1*) have previously been characterized as p53 targets (29–31), while the remaining were novel transcripts that have not been associated with the p53 pathway. Novel lncRNAs were named antisense (as) according to the gene they overlapped in the antisense orientation, upstream antisense (ua) to indicate divergent transcripts, or long intergenic noncoding RNAs (lincRNA) according to their nearest neighbor.

Validation by RT-qPCR confirmed induction of *lincRNA-p21* and the p53-dependent isoform of *Pvt1*, Pvt1b (29), across the full panel of cell lines (Fig. 3). Similarly, we observed p53-dependent up-regulation for *Zmat3-as*, *ua-Bahcc1*, *lincRNA-Spag9*, and *lincRNA-Gadd45*γ across all tumor types, whereas *Ltc4s-as* and *Bfsp2-as* showed p53-dependent activation in the senescence-prone LA and SA cell lines (Fig. 3). These observations suggested that lncRNAs might contribute to both the core- and outcome-specific p53 responses.

**Fig. 3.**
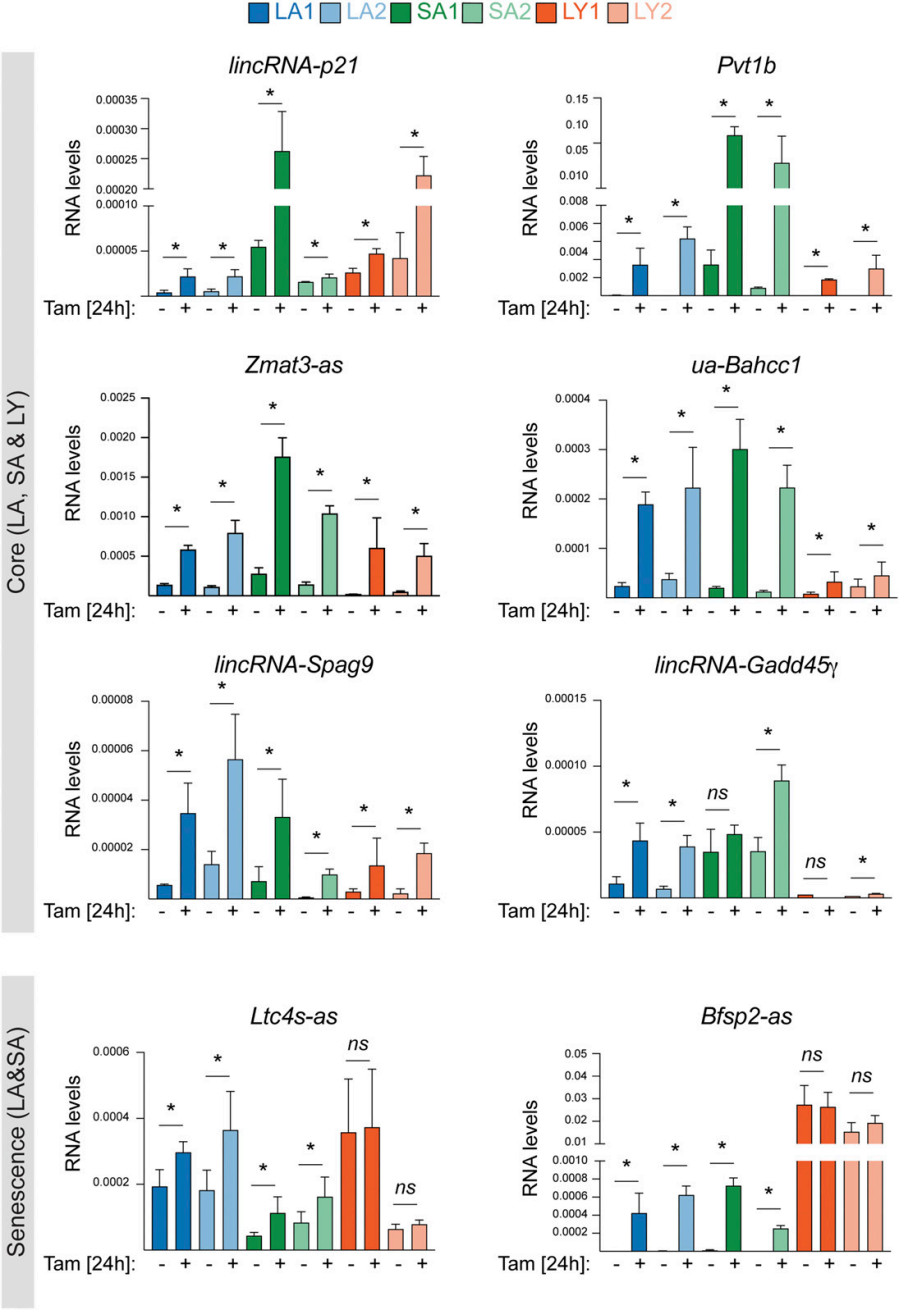
Oncogenic stress drives the p53-dependent induction of core and senescence-specific lncRNAs. Validation by RT-qPCR of indicated core and senescence-specific lncRNAs in indicated mock and Tam-treated KPR cells. Data show mean ± SEM from *n* = 3 biological replicates; *P < 0.05, *ns* = not significant, paired *t* test.

### Widespread *Cis*-Regulatory Activities of lncRNAs in the p53 Pathway.

Subcellular fractionation in LA cells revealed that all of the validated p53-induced lncRNAs were enriched in the chromatin fraction, as previously shown for *lincRNA-p21* and *Pvt1b* (Fig. 4*A*) (28, 29). Interestingly, the neighboring PCGs of seven of the validated p53-induced lncRNAs also appeared to be p53-responsive (Fig. 4*B*). This correlation in p53-dependent expression was positive for the majority of lncRNA–PCG pairs, with the exception of *Pvt1b*, which showed negative correlation with its neighbor, *Myc*, as previously described (29).

**Fig. 4.**
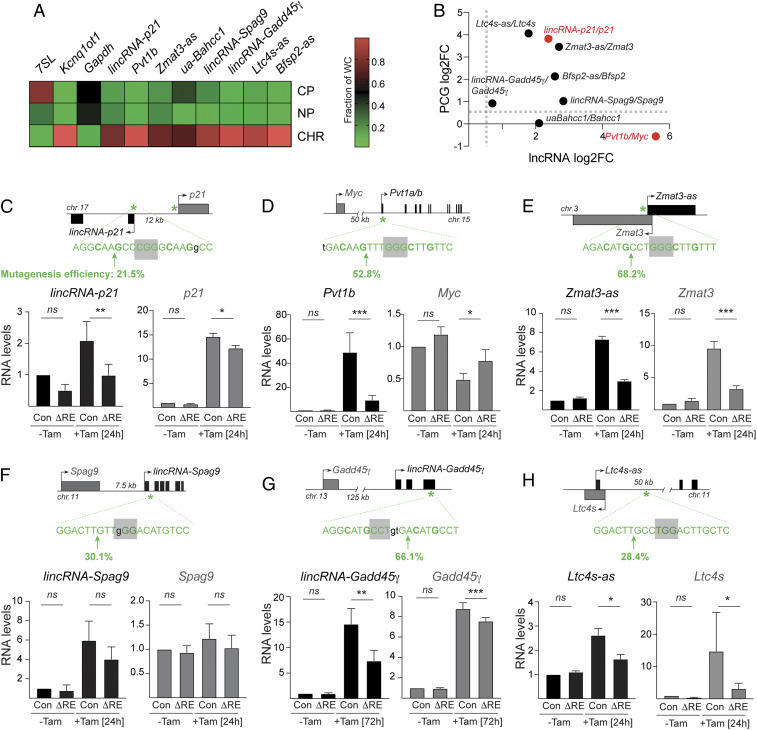
p53-induced lncRNAs are chromatin enriched and linked to the expression of their neighboring genes. (*A*) Heatmap of subcellular enrichment of indicated lncRNAs in LA1 cells treated with 24-h Tam, determined by RT-qPCR and normalized to total cellular RNA in *n* = 2 biological replicates. *Rn7sl, Kcnq1ot1*, and *Gapdh* are fractionation controls. CP = cytoplasmic. NP = nucleoplasmic. CHR = chromatin. (*B*) Correlation plot of the fold changes of indicated lncRNAs and corresponding neighboring PCG mRNAs in LA1 cells treated with 24-h Tam. Data show mean values from *n* = 3 biological replicates. (*C*–*H*, *Top*) Schematic of lncRNA–PCG genomic loci, p53RE location and sequence, and CRISPR-Cas9 mutagenesis strategy of lncRNA-associated p53REs highlighting protospacer adjacent motif (PAM) (gray box) and predicted Cas9 cleavage site (green arrow). Mutagenesis efficiency indicates the fraction of cells with indels in the p53RE, determined by TIDE analysis in *SI Appendix*, Fig. S3. (*Bottom*) RT-qPCR analysis of relative RNA levels of indicated lncRNAs and corresponding PCG mRNAs in indicated cell lines and treatments. Data show mean ± SEM from *n* = 3 to 5 biological replicates; *P < 0.05, **P < 0.01, ***P < 0.001, *ns* = not significant, paired *t* test.

lncRNAs have been reported to play diverse roles in transcriptional networks, but one emerging theme is that lncRNAs can act as local regulators of gene expression (32). To further examine the relationship between lncRNAs and their neighboring PCGs, we designed a CRISPR/Cas9 mutagenesis strategy to specifically inactivate lncRNAs by targeting lncRNA-associated p53 response elements (p53REs), which are required for p53-dependent expression. We successfully designed specific guide RNAs (gRNAs) to target the p53REs of six lncRNAs (Fig. 4 *C*–*H*, *Top*) and obtained 20 to 70% mutagenesis efficiency in LA1.1 cells, determined by TIDE (Tracking Indels by Decomposition) analysis (*SI Appendix*, Fig. S4 *A*–*F*). Mutagenesis of the p53REs led to a significant decrease in the expression levels of five out of the six lncRNAs (ΔRE, Fig. 4 *C*–*H*, *Bottom*). These included the previously characterized *lincRNA-p21* and *Pvt1b*, as positive controls, as well as the novel *Zmat3-as*, *lincRNA-Gadd45*γ, and *Ltc4s-as.* As expected from previous work showing *cis* regulation, we found that down-regulation of *lincRNA-p21* in Tam-treated ΔRE-*lincRNA-p21* cells correlated with reduced *p21* levels compared to Tomato (Tom)-targeting control (Fig. 4*C*) (28), whereas down-regulation of *Pvt1b* in Tam-treated ΔRE-*Pvt1b* cells led to increased *Myc* expression (Fig. 4*D*) (29). Next, we found that mutagenesis of the p53RE associated with *Zmat3-as* in ΔRE-*Zmat3-as* cells, *lincRNA-Gadd45γ* in ΔRE-*lincRNA-Gadd45*γ cells, and *Ltc4s-as* in ΔRE-*Ltc4s-as* cells also resulted in reduced expression of their neighboring genes, *Zmat3*, *Gadd45*γ, and *Ltc4s-as,* respectively, compared to control cells (Fig. 4 *E*, *G*, and *H*). These data confirmed that these lncRNAs are direct transcriptional targets of p53 and that they are coregulated with their neighbors in a p53-dependent manner.

Given the role of *lincRNA-p21* in promoting the expression of its neighboring gene, *p21,* and the role of *Pvt1b* in suppressing the transcription of its neighbor, *Myc*, we considered the possibility that *Zmat3-as*, *lincRNA-Gadd45*γ, and *Ltc4s-as* might also play functional roles in modulating the expression of their neighboring genes. While *Zmat3-as* and *Ltc4s-as* overlap their neighboring PCGs, rendering functional dissociation of the lncRNA and overlapping PCG challenging, *lincRNA-Gadd45*γ and *Gadd45*γ are 125 kilobases apart. To distinguish whether the p53 binding site or lncRNA production contributed to the regulation of *Gadd45*γ, we performed CRISPR-based epigenetic modulation of the *lincRNA-Gadd45*γ transcript. First, we inhibited *lincRNA-Gadd45*γ expression via transcriptional interference by targeting Cas9 downstream of the transcription start site (TSS) (*SI Appendix*, Fig. S5*A*, *Top*). We observed a 50% decrease in *lincRNA-Gadd45*γ levels and a concomitant 30% decrease in *Gadd45γ* expression in Tam-treated cells (*SI Appendix*, Fig. S5*A*). In the converse experiment, we used the CRISPR-synergistic activation mediators (SAM) system (33) to induce expression of *lincRNA-Gadd45*γ 28-fold in the absence of p53 expression (*SI Appendix*, Fig. S5*B*, *Top*). This led to a corresponding ninefold induction of *Gadd45*γ (*SI Appendix*, Fig. S5*B*). We concluded that transcription of *lincRNA-Gadd45*γ was both necessary and sufficient to modulate *Gadd45*γ expression, analogous to *lincRNA-p21* and *Pvt1b*.

### Functional Contributions of *Cis*-Regulatory lncRNAs to the p53 Response.

Finally, we examined whether core and senescence-specific lncRNAs contributed to the senescence outcome of p53 restoration. We performed growth curve and colony formation assays with control and ΔRE-mutant LA1.1 cells. As expected, control cells expressing Tom-targeting single guide RNA (sgRNA) underwent permanent cell cycle arrest following Tam-mediated p53 restoration and failed to grow or form colonies (Fig. 5 *A* and *B*). Consistent with previous findings, we found that ΔRE-*Pvt1b* cells partially overcame the permanent growth arrest and formed colonies (Fig. 5 *A* and *B*) (29). In contrast, inhibition of *lincRNA-p21*, *Zmat3-as*, *lincRNA-Gadd45γ,* and *Ltc4s-as* was not sufficient to overcome senescence-induced arrest (Fig. 5 *A* and *B*). The lack of measurable phenotypic effect for most of the tested lncRNAs in these assays is likely due to functional redundancy within the p53 network. On the other hand, the effect of *Pvt1b* inhibition on partially overcoming senescence reinforces a previously proposed model in which *Pvt1b* plays a mediating role at the intersection of the p53 and Myc transcriptional networks by repressing *Myc* transcription and thus limiting proliferative capacity (29).

**Fig. 5.**
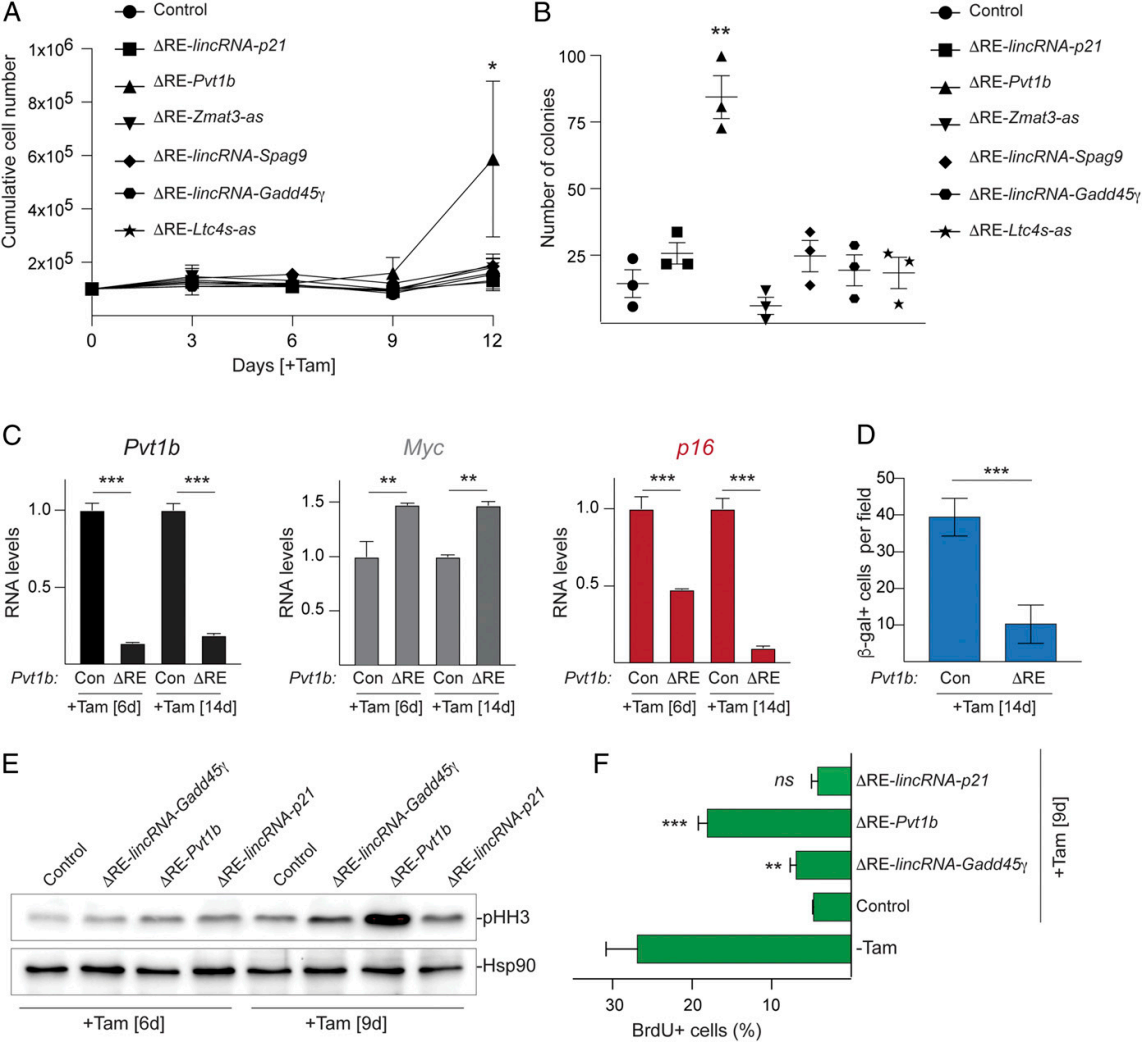
*Cis*-repression of *Myc* by *Pvt1b* contributes to the senescence p53 outcome in response to oncogenic stress. (*A*) Cumulative cell numbers over time of indicated Tam-treated LA1.1 cell lines. Data represent mean ± SEM (*n* = 3 biological replicates). (*B*) Quantification of colony formation in indicated Tam-treated LA1.1 cell lines. Data represent mean ± SEM from *n* = 3 biological replicates. (*C*) RT-qPCR analysis of relative RNA levels of *Pvt1b*, *Myc*, and *p16* in indicated LA1.1 cell lines and treatments. Data show mean ± SEM from *n* = 3 biological replicates. (*D*) Bar graph of the number of β-galactosidase–positive cells (β -gal+) per field of indicated LA1.1 cells analyzed at 14 d after Tam treatment. Data represent mean ± SEM from *n* = 3 biological replicates. (*E*) Representative immunoblot analyses of pHH3 in indicated LA1.1 cell lines and treatments from *n* = 3 biological replicates. Hsp90 is a loading control. (*F*) Bar graph of the fraction of BrdU-positive (BrdU+) cells in fluorescence-activated cell sorting (FACS) analysis of indicated LA1.1 cell lines, harvested untreated or 9 d after Tam treatment. Data represent mean ± SEM from *n* = 3 to 4 biological replicates, *P < 0.05, **P < 0.01, ***P < 0.001, *ns* = not significant, paired *t* test between Tam-treated ΔRE and control cells.

To further investigate the effects of *Pvt1b* inhibition on the activation of senescence, we compared ΔRE and control LA1.1 cells over 2 wk following Tam-mediated p53 restoration (Fig. 5 *A* and *B*). We observed that the reduction of *Pvt1b* and the increase in *Myc* RNA levels persisted over time, suggesting a long-term role for *Pvt1b* in suppressing *Myc* expression (Fig. 5*C*). In addition, we found a significant reduction in the senescence markers, p16 and β-galactosidase activity (Fig. 5 *C* and *D*), and a marked increase in the proliferation markers, phosphorylated histone H3 (pHH3) and bromodeoxyuridine (BrdU) incorporation (Fig. 5 *E* and *F*), in ΔRE-*Pvt1b* cells compared to controls. These data confirm a role for *Pvt1b* in mediating p53-activated senescence in response to oncogenic stress.

## Discussion

By investigating the p53-regulated transcriptome in six independent cell lines derived from lung adenocarcinomas, sarcomas, and lymphomas, we generated a rich dataset that revealed the significant extent of cell line– and tumor type–dependent heterogeneity in the p53 transcriptional response to oncogenic stress. Next, by focusing on shared targets across these independent contexts, we identified 56 protein-coding genes and 31 lncRNAs as universal targets of p53 transcriptional activity. Among these genes, we found known mediators of checkpoint function and apoptosis downstream of p53, including Cdkn1a/p21, Mdm2, Bax, Pidd1, and others (15). 

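Cdkn1a, the cell cycle inhibitor p21, had the strongest peak of LA2, 93.3-fold, with its summit 74 bp upstream of the start on chromosome 17 (29090632–29091157). The same place had a fold enrichment of 55.2 in SA1, 12.5 in LY1 and 44.1 in LA1, and no peak in SA2 or LY2. The site GAACATGTCTTGACATGTTC (29090928–29090947) was 33 bp from the LA2 summit. Mdm2, the ubiquitin ligase that degrades p53, had a peak in intron 1 of 10.4-fold in LA2 and 8.11-fold in SA1, with the site GGACGTGTCCCAACTTGACC, and none in LA1, SA2, LY1 or LY2. Bax, a pore-forming protein of apoptosis, was bound in intron 1 at 7.73-fold in LA2, 10.3-fold in SA1, 8.57-fold in LY1 and 10.1-fold in LA1, at the site CGACAAGCCCGGGCCTGCCC (chromosome 7, 45466574–45466593). Pidd1, a death domain protein that activates caspase-2, had a peak in LA2 alone, 8.73-fold in intron 1 (site AGACATGTCCCAGCTTGCCA). Bbc3, which encodes the BH3-only protein Puma, had 40.9-fold in LA2, 24.4-fold in SA1, 11.8-fold in LY1 and 25.9-fold in LA1, and no peak in SA2 or LY2.

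**Figure D3:**
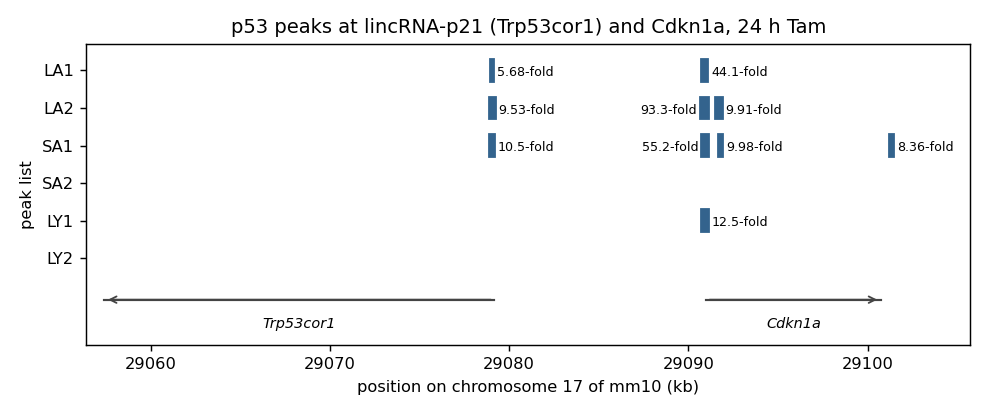
Filtered p53 peaks (bars, labelled with their fold enrichment) of each KPR line at 24 h of Tam over lincRNA-p21 (Trp53cor1) and Cdkn1a on chromosome 17 of mm10, with arrows for the genes and their direction. LA1, LA2 and SA1 have a peak at both gene starts, LY1 at that of Cdkn1a, and SA2 and LY2 have none.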

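Ei24, an autophagy gene, had a peak at exon 1 with a fold enrichment of 12.2 in LA2, 9.47 in SA1 and 8.64 in LA1, and Sesn2, a stress-responsive inhibitor of mTORC1 signaling, had 5.58 in SA1 alone. Pgpep1, which encodes a pyroglutamyl peptidase, had a peak in the untranslated part of exon 5 in 5 of the lines, at 51.7 in LA2, 21.2 in SA1, 13.1 in LY1, 27.9 in LA1 and 5.16 in LY2. Its site was GGACATGCAGGGACATGCCT on chromosome 8 (70649599–70649618), 1 bp from the LA2 summit. Fah, the last enzyme of tyrosine breakdown, had 15.6 in SA1 alone, in intron 8. Of the matrix genes, Col2a1 had 7.56 in LA2 and, elsewhere in the gene, 5.68 in SA1, the perlecan gene Hspg2 had up to 7.44 in LY1 alone, and Itgbl1 had 6.76 in SA1, 8.72 in SA2 and 7.52 in LY2. No SA2 or LY2 peak overlapped the strongest SA1 peak of Itgbl1. The summit word of that SA1 peak has 1237 copies in the genome. No motif was found in that peak, in the LA2 peak of Col2a1 or in the strongest LY1 peak of Hspg2. Cd81, a tetraspanin of immune cells, had 6.61 in LA2, 11.4 in SA1 and 7.20 in LA1 in intron 1, and no peak in either LY line.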

The list also contains factors involved in processes such as autophagy (Ei24, Sesn2), metabolism (Pgpep1, Fah), tumor microenvironment (Col2a1, Hspg2, Itgbl1), and immune response (Cd81), which represent emerging features of the p53 response to oncogenic stress (34). We propose that this “core” p53 signature defines the key functions of p53 in the context of oncogenic stress and will be instrumental to efforts to assess the efficacy of therapeutic reactivation of p53 in human cancer.

The diverse outcomes of p53 activation in our model system also allowed us to address whether activation of p53 target genes determines apoptosis- or senescence-specific transcriptional programs in different tumor types. By comparing the p53 binding patterns and p53-dependent gene expression changes in lung adenocarcinoma and sarcoma cell lines (which undergo senescence) to lymphoma cell lines (which undergo apoptosis), we found limited evidence that p53-dependent early gene activation plays a significant role in specifying these outcomes. This conclusion is consistent with an emerging model in which context-specific p53 cellular responses arise from cell- or stressor-specific factors such as mitochondrial apoptotic priming (35). On the other hand, it is conceivable that p53-dependent long-term transcriptional changes may drive phenotypic changes, such as those associated with senescence, which our present analysis would have missed. It is also possible that weaker p53 sites or sites without p53 motifs may contribute to the heterogeneity of the p53 response across biological contexts. 

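Motif-less peaks made up most of the SA1 list, and 5580 of them had sequence to search. A match weaker than the motif threshold lay within 50 bp of 28.2% (95% CI 27.0–29.4) of their summits and within 50 bp of 10.2% of points 2 kb away. The LA2 peaks at Phlda3, Cd81 and Trp53inp1, genes induced by p53, held no motif at the threshold, and Phlda3 had a fold enrichment of 13.8 in LA1 too. Of the 1182 motif-less SA1 summits in words of a single copy, 23.0% had a weaker match nearby against 11.9% of the points. A TSS lay within 1 kb of 10.3% of the motif-less SA1 summits and of 4.43% of points 20 kb away.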

The extent of occupancy of such sites may further depend on p53 protein levels, which can vary extensively between different tumor types, as observed in our panel of cell lines.

Interestingly, we found that down-regulation of E2F and Myc target genes is a key feature of the p53 transcriptional response. These findings are consistent with the recently reported interplay between the p53 and Myc pathways (29, 36) and with the proposed role for the DREAM/E2F complex in mediating gene repression downstream of p53 (37). Our observation that repression of E2F and Myc target genes is a late event following p53 restoration supports the previous conclusions that these effects are likely indirect and do not reflect direct repressive activities by p53. 

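Mcm2, Cdc6, E2f1 and Pcna, E2F target genes of DNA replication, had no p53 peak in any line. Of 20 E2F target genes, 15 had none in any line. The others each had a peak in a single line, Ccne1 in LY1 (6.77-fold), Mcm5 in LA2 (6.20), Mcm6 and Mcm7 in SA1 (6.38 and 5.48) and Plk1 in LA1 (5.52). On average 4.17% ± 3.76 (SD, n = 6 lines) of E2F targets had a peak, against 2.35% of random genes of the same length, at percentile 89.4 of the random sets. Of 15 genes of the Myc list, 13 had no peak in any line, a mean of 2.22% ± 3.44 (SD, n = 6 lines) against 2.41%, at percentile 43.8. With peaks within 10 kb of the gene the means were 6.67% for E2F targets and 5.56% for the Myc list. Myc itself had a peak of 17.5-fold over exon 1 in SA1, without a motif, among 23 SA1 peaks between 61 and 62 Mb of chromosome 15, where a local gain in copy number was not tested, and the ribosome biogenesis gene Nop56 had 7.18 in LA2. Expression was not analysed here.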

Importantly, we show that down-regulation of E2F and Myc target genes is a feature specific to senescence, suggesting that suppression of genes involved in cellular proliferation plays an important role in promoting this outcome downstream of p53.

Our work also led to the identification of multiple p53-regulated lncRNAs and offered insights into the roles of these lncRNAs in the context of the p53 pathway. We observed that lncRNAs constitute a significant portion of the core (36%) and senescence-specific (30%) signatures, raising a question of whether p53-regulated lncRNAs may have broad functional contributions to the p53 response. 

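Neat1, the noncoding RNA of paraspeckles, had a p53 peak in LA2, at 5.94-fold, and in SA1, at 8.49-fold, and none in LA1, SA2, LY1 or LY2. The LA2 peak lay in exon 1 (chromosome 19, 5835562–5836003), 9750 bp from the start, and held no p53 motif. No SA1 peak overlapped it. Malat1, a neighbor of Neat1, had 5.88 in SA1 alone, upstream of its start. The peak lists hold no expression values, so whether Neat1 was induced was not analysed here.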

Curiously, a number of previously reported p53-induced lncRNAs, such as *Neat1* (38), *PANDAR* (25), *LED* (26), and *DINO* (39), were not found in our dataset, likely due to species-, cell line– or stimuli-dependent variability in the p53 pathway. We found that many of the lncRNAs, identified in this study, including *lincRNA-Gadd45γ,* show evidence for *cis*-regulatory activities. These data are consistent with our previously published work on *lincRNA-p21* (28) and *Pvt1b* (29) and expand our understanding of the widespread *cis* activities of lncRNAs in the p53 pathway and, possibly, other transcriptional networks. It is important to note, however, that the genetic and epigenetic approaches used to modulate lncRNA expression in this study do not distinguish between whether the lncRNAs themselves or the act of their transcription are necessary and sufficient for *cis*-regulation (32).

Our findings suggest that the production of p53-regulated lncRNAs acts primarily to fine-tune local gene expression but has limited contributions to the biological outcomes of p53 reactivation. Indeed, with the exception of *Pvt1b*, we found that lncRNA inhibition does not affect the growth arrest outcome of p53 activation in lung adenocarcinoma cells. We believe that the functional significance of *Pvt1b* in this context is mediated through its *cis*-inhibitory effect on *Myc* (29), which in turn promotes the senescence outcome.

It is important to note that the *cis*-inhibitory function of the lncRNA *Pvt1b* appears to be unique in the p53 network and not a general mechanism by which p53 enacts gene repression, as we did not find additional examples of p53-induced *cis*-regulatory repressive lncRNAs. We speculate that inhibitory relationships, such as those between *Pvt1b* and *Myc*, require the involvement of additional molecular machinery to reverse the activating input of p53 to a locally repressive output. We imagine that such relationships are likely to have evolved at key regulatory nodes of transcriptional pathways and are, therefore, predicted to enact important downstream functions.

## Materials and Methods

### Cell Lines and Treatments.

KPR cell lines were previously established from LA1 and LA2, SA1 and SA2, or LY1 and LY2 tumors (19). LA and SA cells were maintained in Dulbecco′s Modified Eagle′s Medium supplemented with 10% fetal bovine serum (FBS), 50 U/mL penicillin/streptomycin (pen/strep), 2 mM L-glutamine, 0.1 mM nonessential amino acids, and 0.055 mM β-mercaptoethanol. LY cells were cultured in Iscove's Modified Dulbecco's Medium (GIBCO) supplemented with 10% FBS, 50 U/mL pen/strep, and 0.055 mM β-mercaptoethanol. All cells were grown at 37 °C in a humidified incubator with 5% CO_2_. Puromycin-sensitive LA1.1 cells were generated as previously described (29). To excise the LSL cassette, cells were treated with 0.5 µM Tam (Cayman Chemical Company).

Mutagenesis was performed by infecting LA1.1 cells with gRNAs cloned in BRD001 lentiviral vector (gift from the Broad Institute, Massachusetts Institute of Technology). For CRISPR interference experiments, 15-mer “dead RNA” (dRNA) expressed from BRD0001 were targeted to a region downstream of the TSS. CRISPR activation was achieved by infecting previously generated LA1-Cas9-GFP cells with the Lenti-SAM-Hygro vector coexpressing dRNA-MS2 and MBP-p65-Hsp1 (29). All control and targeting gRNA and dRNA sequences are listed in *SI Appendix*, Table S8.

Lentivirus was produced in 293 cells (ATCC) by cotransfecting the lentiviral constructs with Δ8.2 (Addgene No. 8455) and VSV-G (Addgene No. 8454) viral packaging constructs. Virus-containing supernatants supplemented with 4 μg/mL polybrene (Millipore Sigma) were used to infect cells in two to three consecutive lentiviral infections delivered at 24-h intervals. Following infections, cells were selected with 5 μg/mL puromycin (Sigma-Aldrich) or 0.8 μg/mL hygromycin (Roche).

### DNA Analysis.

To isolate genomic DNA, LA1.1 cells expressing control or p53RE-targeting gRNAs were harvested 10 d after infection and resuspended in Genomic DNA Lysis Buffer (1 M Tris⋅HCl, pH 8.0; 0.5 M EDTA, pH 8.0; 20% sodium dodecyl sulfate, 5 M NaCl) with 1 mg/mL Proteinase K (Roche) and incubated at 55 °C overnight. DNA was neutralized with 3 M sodium acetate by inversion, precipitated with isopropanol, and resuspended in Tris-EDTA, pH 8.0. To determine mutagenesis efficiency, a region spanning each p53RE was amplified by conventional PCR (PrimeStar HS mix, Takara Bio), with primer sequences listed in Dataset S8. PCR products were cleaned (QIAquick PCR Purification Kit) and analyzed by Sanger sequencing with sequencing primers listed in Dataset S8. The type and frequency of mutations were analyzed using the TIDE web tool (http://tide.nki.nl) comparing wild-type and mutant cells (40).

### RNA Analysis.

At 8 or 24 h after mock or Tam treatment, total RNA was isolated from the panel of six KPR cell lines using TRIzol reagent (Invitrogen). RT-qPCR analysis was performed with primers listed in Dataset S8. RNA expression levels were determined relative to the housekeeping gene Gapdh. For RNA-seq, RNA was treated with DNaseI and subjected to RNeasy purification (Qiagen). Ribosomal RNA was removed by RiboMinus Eukaryotic Kit for RNA-Seq (Invitrogen), and complementary DNA library preparation was performed using TruSeq Stranded mRNA Library Prep (Illumina) and submitted for high-throughput sequencing.

### Immunoblotting.

Antibodies used for immunoblotting were as follows: p53 (1C12, Cell Signaling Technology), cleaved caspase 3 (Asp175, Cell Signaling Technology), β-tubulin (9F3, Cell Signaling Technology), pHH3 (Ser10, Cell Signaling Technology), and HSP90 (C45G5, Cell Signaling Technology). Immunoblots were visualized using Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare).

### ChIP-seq.

At 24 h after mock or Tam treatment, LA2, SA1, and LY1 cells were cross-linked in 1% methanol-free formaldehyde (Thermo Fisher Scientific). ChIP was performed as previously described (28) with p53 antibody (P53-CM5P-L, Leica). Input and p53 IP samples were barcoded and submitted for high-throughput sequencing.

### Subcellular Fractionation.

Subcellular fractionation was performed as previously described in LA1 cells (41). Subcellular RNA enrichment patterns were determined by RT-qPCR with primers, listed in Dataset S8. Fraction threshold cycle (Ct) values were normalized to whole-cell Ct values. Rn7s1, Gapdh, and Kcnq1ot1 served as fractionation quality controls.

### Cellular Proliferation, Colony Formation, and Senescence Assay.

Cellular proliferation was assessed by plating 1 × 10^5^ LA1.1 cells in 6-cm plates in the presence of Tam. The media was replaced every 3 d with fresh media. Cells were harvested and counted at indicated times, and cumulative cell numbers were plotted over time. For colony formation assays, 4 × 10^5^ control or p53RE mutant LA1.1 cells were plated in 6-cm plates in the presence of Tam. At 14 d after plating, colonies were stained in 0.5% crystal violet and 25% methanol for 10 min, followed by extensive washes in ddH_2_O prior to visualization. The senescence assay was performed at pH 5.5, as previously described (42), with cells grown in regular media or media supplemented with 0.5 to 1 μM Tam for the indicated time. To compare the frequency of senescent cells, cells were fixed at 14 d after Tam treatment, and the number of β-galactosidase–positive cells per field was scored in at least five fields from *n* = 3 biological replicates.

### BrdU Assay.

BrdU was added to the cells at a final concentration of 10 µM and incubated for 60 min. Cells were washed and fixed in cold ethanol for 30 min, followed by an incubation with 2N HCl/Triton ×100 for 30 min at room temperature to denature the DNA and neutralization with 0.1 M Na_2_B_4_O_7_. Next, cell pellets were incubated with 20 µL anti-BrdU-fluorescein isothiocyanate (Becton Dickinson) at 4 °C overnight. Finally, cells were resuspended in phosphate-buffered saline containing 5 µg/mL propidium iodide (Thermo Fisher Scientific) and analyzed by flow cytometry (BD FACS LSR Fortessa ×20).

### Bioinfomatic Analyses.

RNA-seq reads were mapped to mm10 with TopHat (43) to Gencode transcript annotation (M9), and transcripts were annotated with StringTie (44). Gene transfer format (GTF) files were generated by merging StringTie GTFs. Messenger RNA (mRNA)-seq reads were counted that overlapped exons or intronic parts using custom scripts and bedtools multicov using the -split option. To compare mRNA levels in different conditions, normalization factors were determined for each sample using a DESeq2-like normalization approach (45). PCA was done in R. Gene sets from the Molecular Signature Database were downloaded from the GSEA (46) webpage (https://www.gsea-msigdb.org/gsea) (47). Significantly changing gene sets were identified using false discovery rate (FDR) < 0.05 in all three or in any pairs of samples at 24 h after p53 restoration.

ChIP-seq reads were mapped to the mm10 genome assembly with Bowtie 1, allowing up to two mismatches (48). Reads with a multiplicity greater than 1 were randomly assigned to a single genomic region. 

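Random assignment concerns reads from repeated sequence, and the summits of motif-less peaks lay there in unequal shares. In SA1, 78.8% of motif-less summits lay in a repeated 32-base word, in LA2 12.7% and in LY1 29.4%. The shares were 45.1% in LA1, 97.4% in SA2 and 95.2% in LY2. The median motif-less summit word had 195 copies in SA1, 1111 in SA2 and 966 in LY2, and 1 in LA1, LA2 and LY1. Among peaks with a motif the repeated share was 54.2% in LA2, 63.1% in SA1 and 67.7% in LY1, and 57.3% in LA1, 93.3% in SA2 and 85.5% in LY2.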

Peaks of p53 binding were identified using MACS2 (49) using pooled negative control samples for the respective tumor type. The presence of p53 motif was determined using FIMO in MEME suite. Peaks with FDR < 0.01 and a log2-enrichment ≥5-fold compared to pooled negative control were considered for further analysis. Positions of peaks that were significant in any of the tumor cell lines were merged. Next, reads overlapping these peak positions were counted for each cell line and treatment. The read count of each peak in each condition was normalized to the sum of reads overlapping those peaks that were among the top 30% of peaks in every condition ranked by the number of reads overlapping a peak. ChIP-seq peaks were assigned to the closest gene and termed intragenic, if the region overlapped or was located within 2 kb upstream of an annotated transcript, or intergenic, if they were not within 2 kb.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

RNA-seq and ChIP-seq data generated in this study can be accessed at the National Center for Biotechnology Information Gene Expression Omnibus under accession no. GSE163404 (50).

# Supplementary material for: The p53 transcriptional response across tumor types reveals core and senescence-specific signatures modulated by long noncoding RNAs
**Source:** Proc Natl Acad Sci U S A. 2021 Jul 29;118(31):e2025539118. doi: 10.1073/pnas.2025539118
**Supplement:** Supplementary File

SI Appendix

Legends to SI Datasets

SI Dataset 1. Differential expression of genes across cell lines and timepoints (Log2FC [+Tam/-Tam]) determined by RNA-seq. Log2 fold change of differentially expressed genes in LA1 (KPR8), LA2 (KPR10), SA1 (306), SA2 (928), LY1 (3472), and LY2 (3940) KPR cell lines treated with 8 or 24 hours Tam relative to mock treated samples.

SI Dataset 2. RNA classification of differential genes based on 2-fold change in a biological replicate. Differentially expressed genes categorized by activation (up; log2FC>1) or repression (down; log2FC<1) at 24 hours Tam treatment relative to mock treated samples and KPR tumor type grouping (p53_all (LA, SA, LY) and sen (senescence; LA and SA)).

SI Dataset 3. p53 bound regions with p53 motif and calls in each tumor type indicated. Genomic coordinates (mm10) and FIMO motif analysis for p53 bound regions from ChIP-seq analysis of LA (KPR10), SA (306), and LY (3472) KPR cell lines treated with 24h Tam.

SI Dataset 4. p53 bound genes with motif (genic and intergenic). Genes associated with all p53 motif-containing p53 bound regions. Peaks were categorized as genic if overlapping or within 2 kb upstream of an annotated transcript. All other peaks were considered intergenic. For intergenic peaks, the nearest gene is indicated.

SI Dataset 5. Universal and senescence bound regions and genes, determined by ChIP-seq. Genomic coordinates and peak-associated genes for p53 motif-containing p53 bound regions, grouped by KPR tumor type ChIP profiles: Universal (U; LA, SA, LY), senescence-preferential (S; LA and SA).

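The universal regions share a small set of sites. The site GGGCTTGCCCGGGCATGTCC was the best match in 120 universal regions (43.5%) and in 3 senescence-preferential regions. The chromosomes of mm10 hold 128 exact copies of it, of which 124 lay in a peak in LA2, 127 in SA1 and 125 in LY1, and 118 in LA1, 112 in SA2 and 113 in LY2. A second site, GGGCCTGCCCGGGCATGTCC, was the best match in 81 universal (29.3%) and 30 senescence-preferential regions, and of its 291 copies 172 lay in a peak in LA2, 153 in SA1, 130 in LY1 and 60 in LA1, against 21 in SA2 and 27 in LY2. GGGCATGCCCGGGCTTGTTT has 23 copies, of which 22 lay in a peak in LA2, 21 in SA1, 20 in LA1 and 10 in LY1, and 0 in SA2 and LY2. One region with the first site lies upstream of Ulbp1, which encodes a ligand of the natural killer cell receptor NKG2D, with a fold enrichment of 12.9 in LA2, 32.1 in SA1 and 14.6 in LY1. Over both classes, 436 regions held 153 different sites, and 299 of the regions had a site that occurs in 2 or more of them. Of the senescence-preferential regions, 63 (36.2%) had more than 0.5 of their strongest LA2 peak masked as repeat. A repeated word lay at the LA2 summit in 64 (36.8%), with a median of 1 copy.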

SI Dataset 6. RNA and p53 binding-based calls of genes in the universal and senescence response. p53 bound regions and associated genes differentially expressed upon 24h Tam treatment, grouped by core (LA, SA, LY) or senescence-specific (LA and SA) expression patterns.

SI Dataset 7. LncRNAs in universal and senescence response. Transcript IDs and assigned names for p53-induced lncRNAs identified in this study, grouped by expression patterns. Novel transcripts were assigned names in reference to nearest protein coding gene and lncRNA biotype. Bolded lncRNAs were validated in this work.

SI Dataset 8. Oligonucleotide, sgRNA, and dRNA sequences used in this study.

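The guides for p53 sites at lncRNA genes each had 1 exact match in mm10, and a p53 peak covered the predicted cut of each in at least 2 lines. By a supplementary legend, the paper edited these sites in LA1 cells. LA1 had a peak at the cuts for Zmat3-as, lincRNA-Spag9 and lincRNA-p21, and none at those for Pvt1, Ltc4s-as and lincRNA-Gadd45γ. The cut for Pvt1 had a peak in SA1 and SA2 only. The Ltc4s-as guide TCTGAGGCCTGGGACTTGCC lies at 50252370–50252389 on chromosome 11, over the site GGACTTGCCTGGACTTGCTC in Gm26542, with a peak of 6.96-fold in LA2 and 8.97-fold in SA1. The lincRNA-Spag9 guide CTGCTGTGCTTGGACTTGTT lies at 94134571–94134590 on the same chromosome, in intron 1 of B230206L02Rik, with a peak of 25.5-fold in LA2, 10.6-fold in SA1 and 7.24-fold in LA1. Guides for Pvt1 (ATATGGGCAGTGACAAGTTT), lincRNA-p21 (GATGCAACCGAAGGCAAGCC) and Zmat3-as (CATGCTCCCAAGACATGCCT) start at 62039197 on chromosome 15, 29079028 on chromosome 17 and 32364321 on chromosome 3. These 5 guides are followed by an NGG motif as listed. The lincRNA-Gadd45γ guide GTGACATGCCTGTCCCCGAC (chromosome 13, 51975881–51975900) is followed by TCT as listed, and AGG stands at its other end on the opposite strand, which places the cut after base 51975883. No LY list had a peak at a predicted cut.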

Tesfaye et al., Supplemental Figure 1

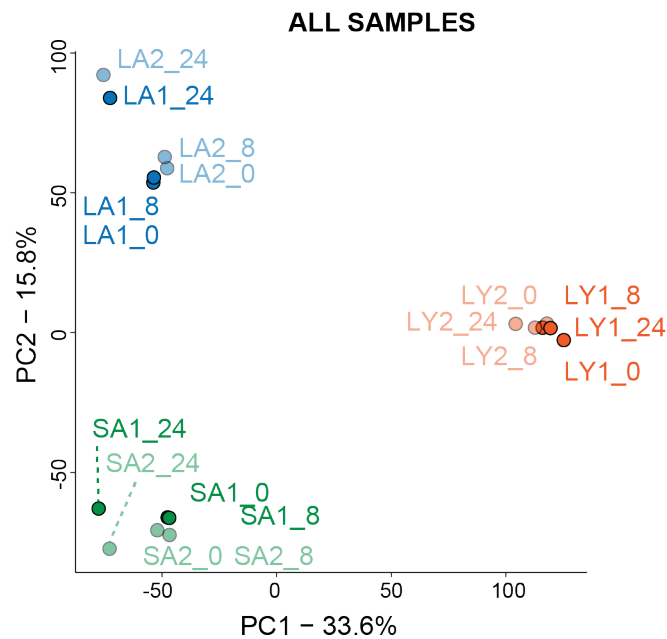

Figure S1. Principal component analysis (PCA) of RNA-seq from all six KPR cell lines harvested at 0, 8, or 24 h post Tam treatment.

Tesfaye et al., Supplemental Figure 2

A

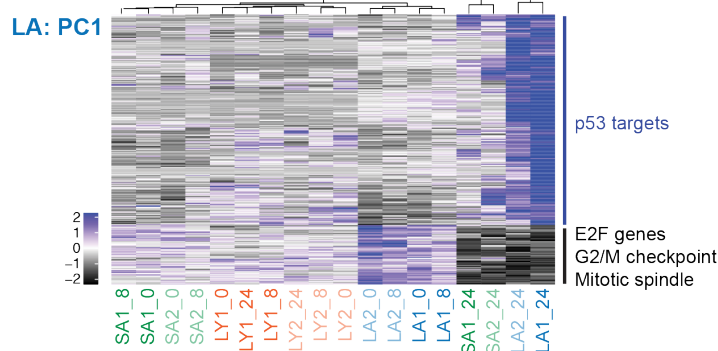

B

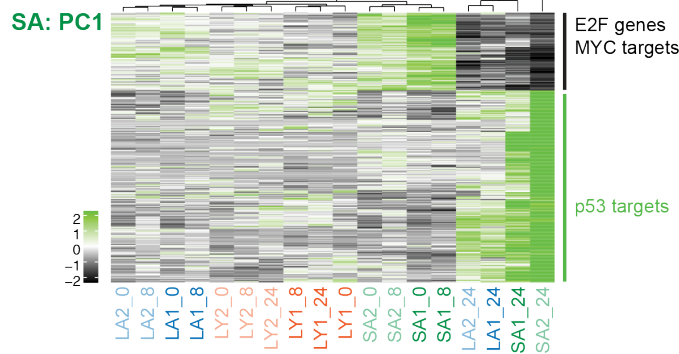

C

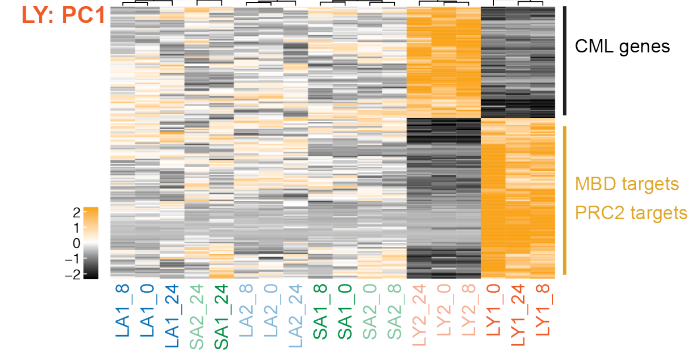

D

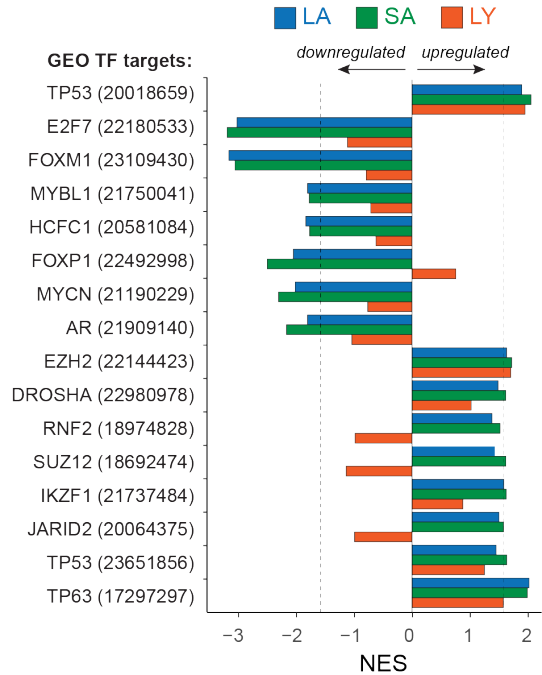

E

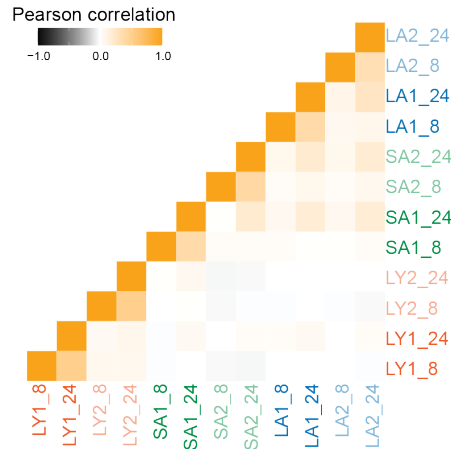

F

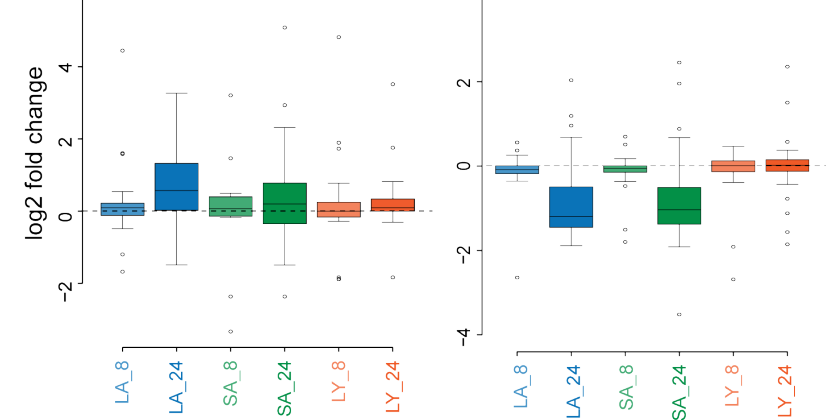

Figure S2. Additional characterization of the p53-responsive transcriptome across KPR tumor types and cell lines. (A-C) Clustering of top 400 differentially expressed genes across indicated KPR cell lines and treatments. Ranked gene lists were determined by LA (A), SA (B), and LY (C) intra-tumor type PCA. (D) Gene Expression Omnibus (GEO) Transcription Factor (TF) target analysis of the top 400 differentially expressed genes in indicated KPR tumor types. GEO accession numbers for each TF dataset are noted. (E) Pearson correlation matrix of gene expression profiles of indicated KPR cell lines and treatments. (F) p53-restoration-dependent expression changes of genes from indicated Molecular Signature Database GSEA gene sets in the indicated KPR tumor types and treatments relative to mock treated samples.

Tesfaye et al., Supplemental Figure 3

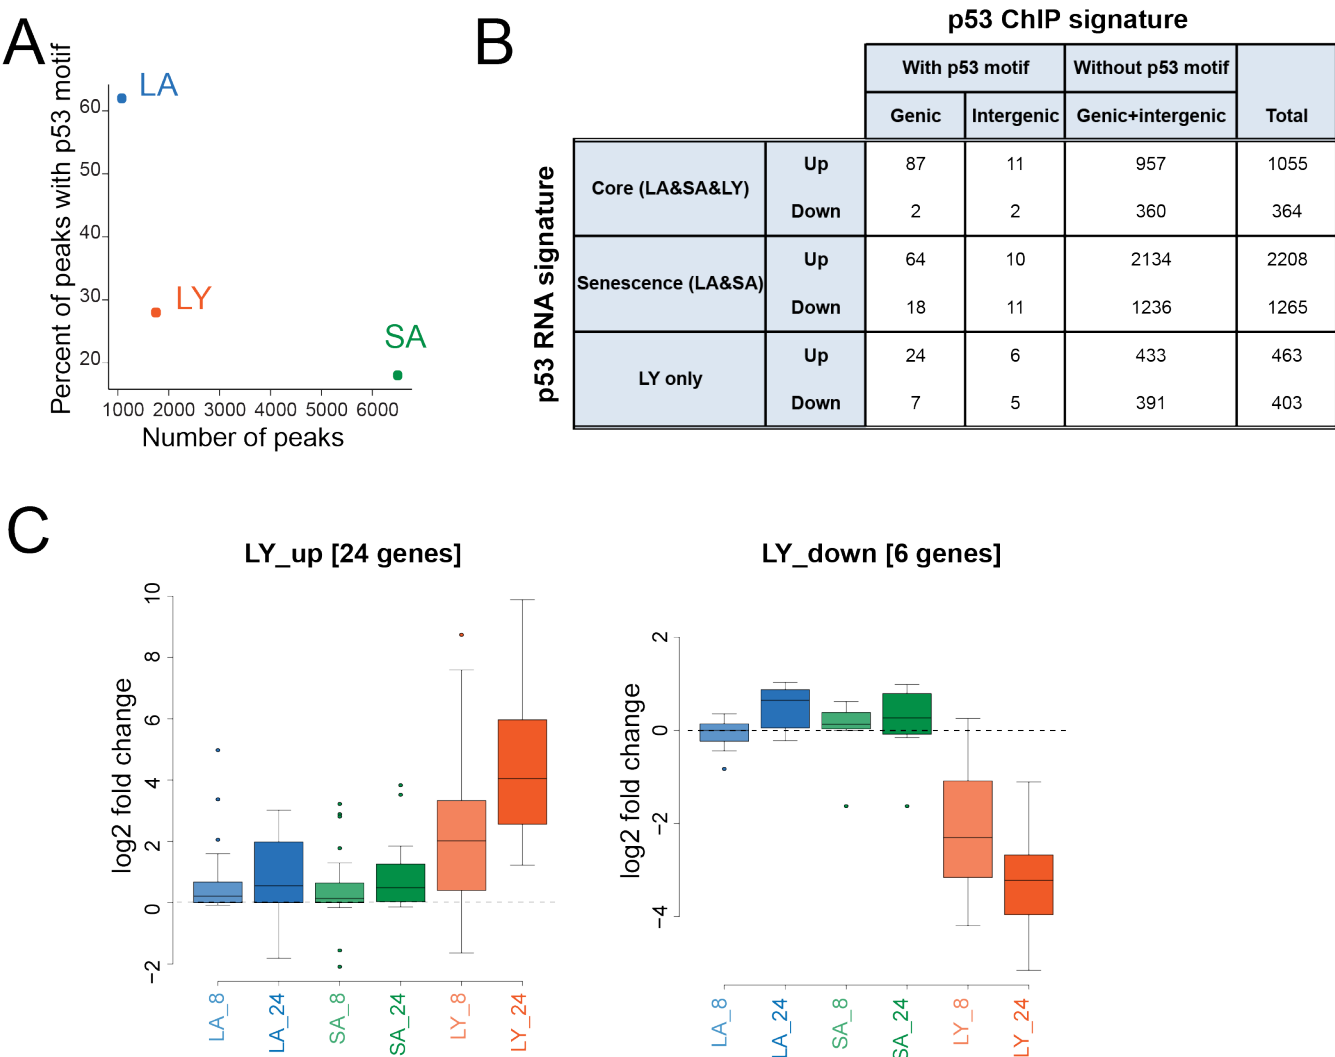

Figure S3. Identification of global and outcome-specific p53 regulatory patterns. (A) Number of identified p53 peaks relative to the fraction of peaks containing p53 motifs in indicated KPR tumor types. (B) Integration of p53 ChIP-seq and RNA-seq data across KPR tumor types. Numbers represent unique genomic regions bound by p53 and associated with differentially regulated RNAs upon 24h Tam treatment, classified by genomic location of peak, presence or absence of p53, and core or outcome-specific expression pattern. (C) p53-restoration-dependent expression changes of 24 upregulated and 6 downregulation genes corresponding to LY-specific p53-bound genomic regions in indicated KPR cells.

Tesfaye et al., Supplementary Figure 4

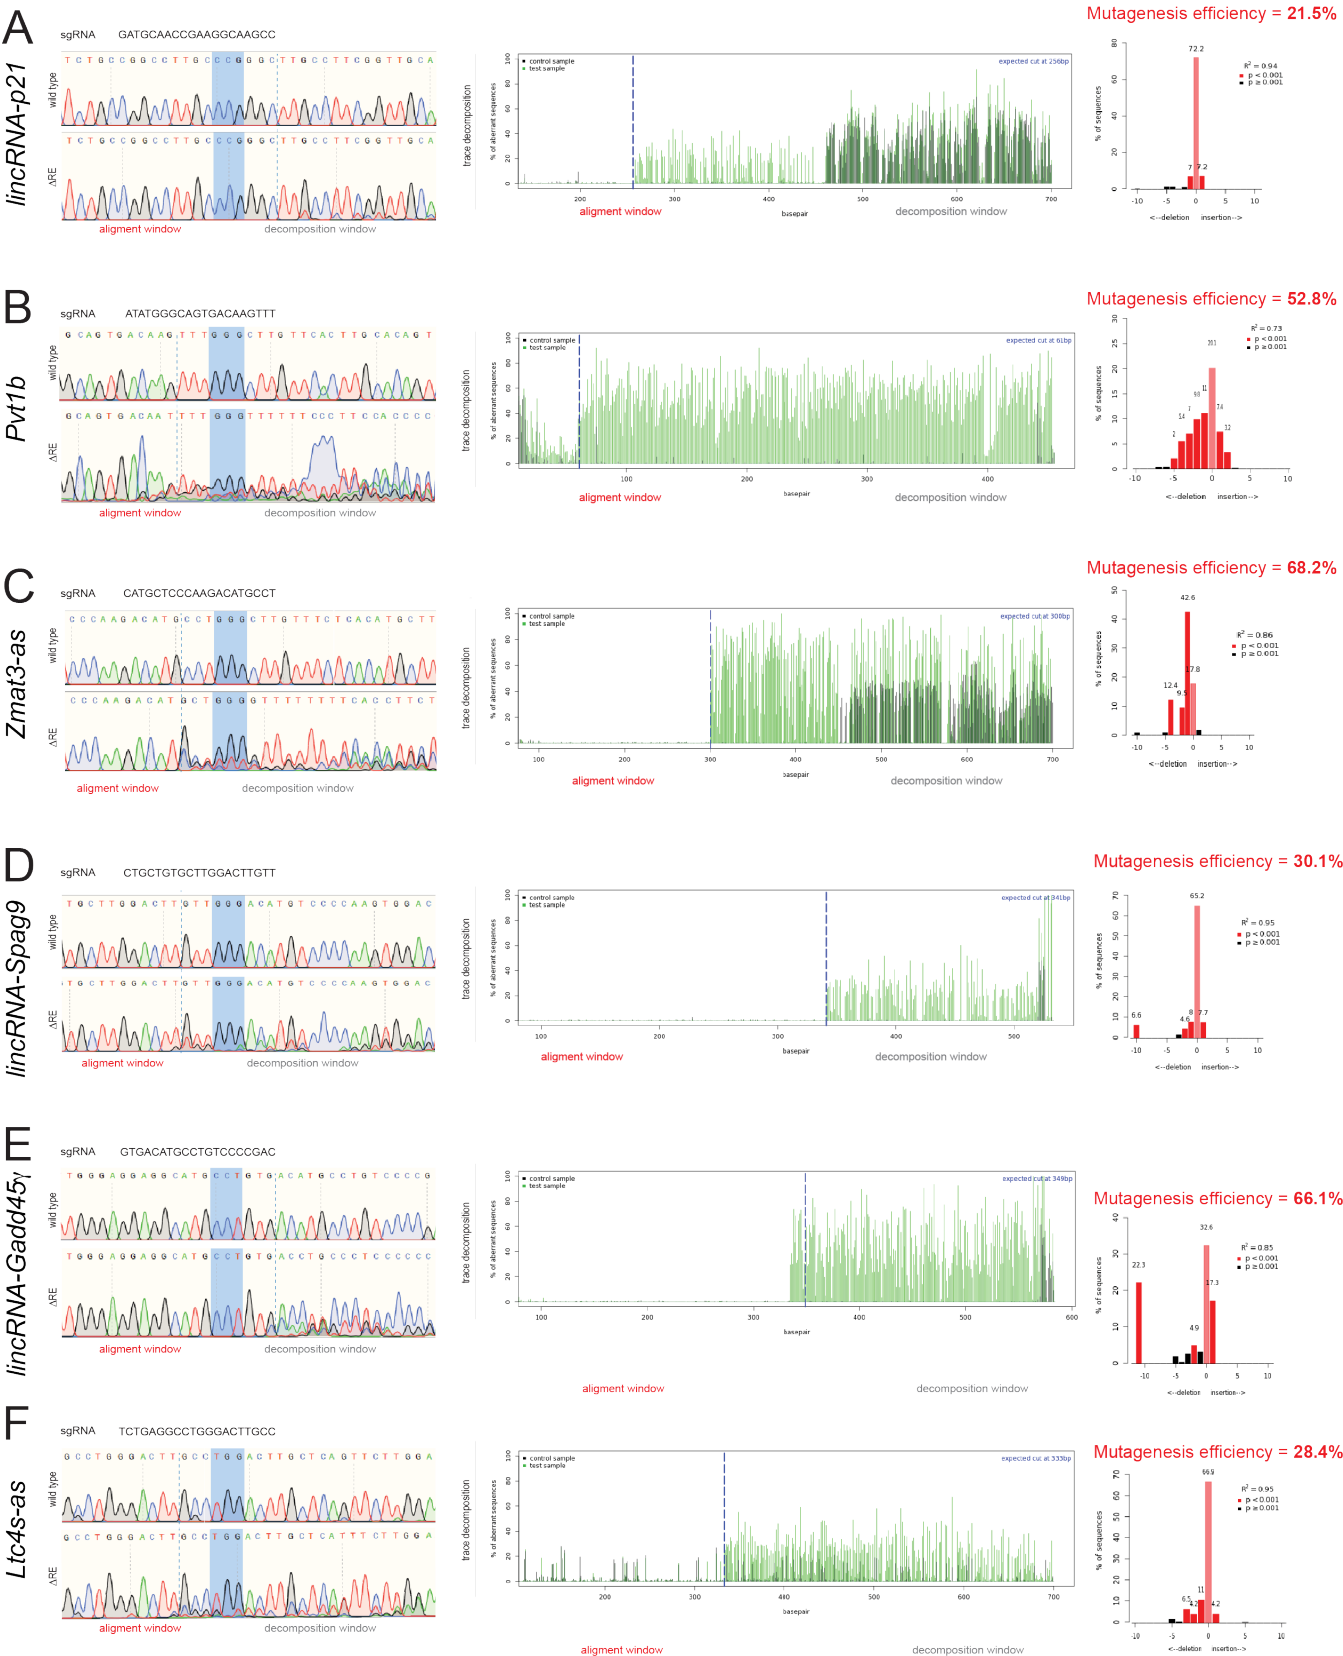

Figure S4. TIDE analysis of p53RE mutagenesis. (A-F) TIDE (Tracking Indels by Decomposition) analysis of mutagenesis efficiency of p53REs associated with indicated lncRNAs (*left*) by Sanger sequencing of PCR amplicons from populations of LA1 cells expressing indicated Δ RE gRNAs.

Tesfaye et al., Supplementary Figure 5

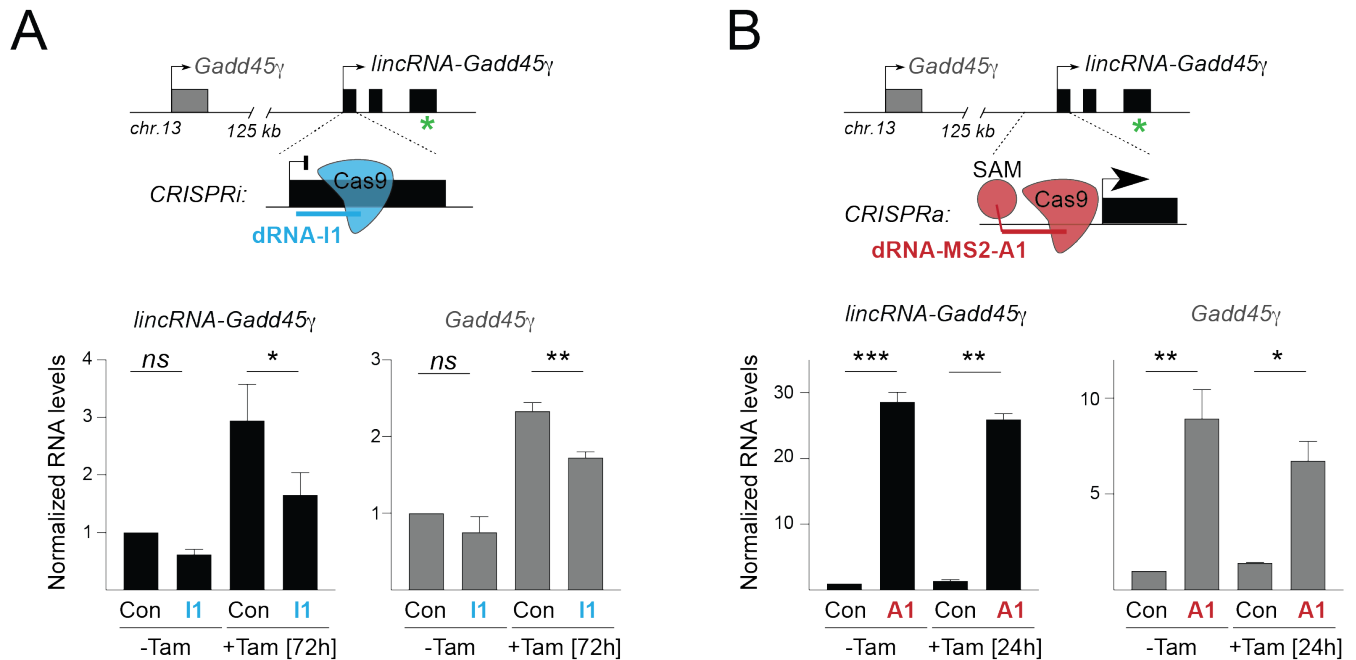

Tesfaye et al., Supplementary Figure 6

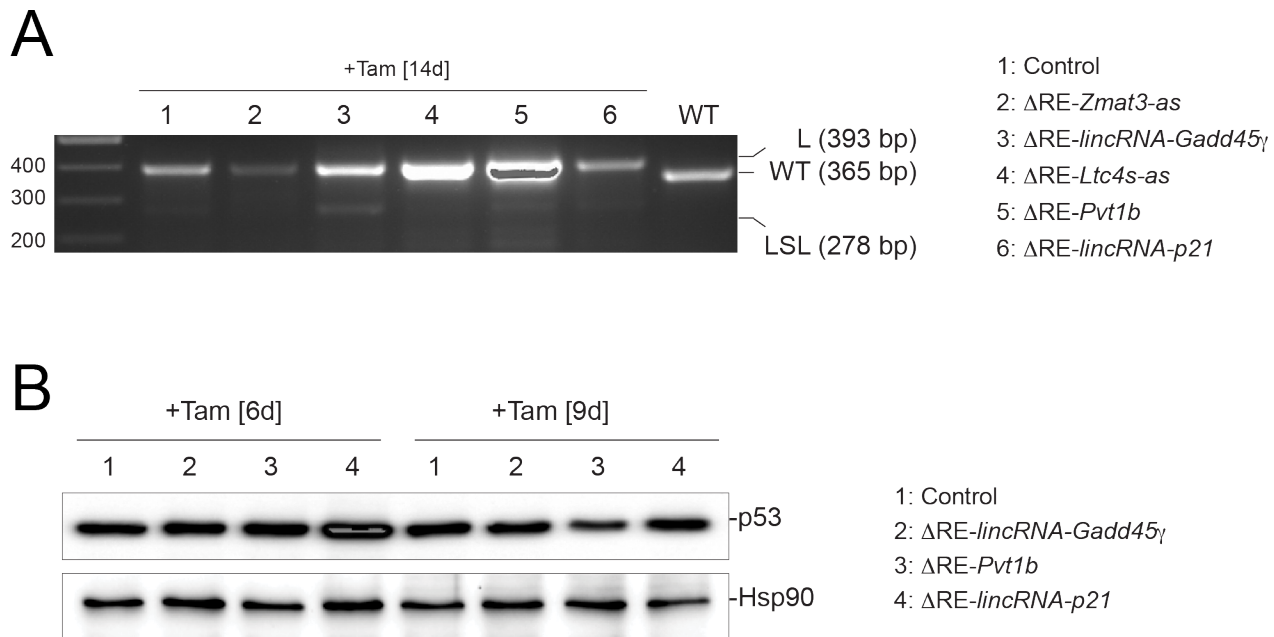

Figure S6. Efficiency of p53 restoration. (A) PCR genotyping of p53 alleles (L, recombined, p53 “ON”; WT, wild-type; LSL, unrecombined, p53 “OFF”) in genomic DNA isolated from indicated LA1 cells at 14 days Tam treatment. Data confirm efficient p53 restoration across indicated LA1 cells. Genomic DNA from wild-type (WT) B6 mouse cells as a control. 100 bp ladder for reference. (B) Immunoblot showing equal p53 levels across indicated LA1 cells at indicated time-points of Tam treatment. Hsp90 serves as a loading control.

How the deposited data were processed for this re-analysis (not part of the article)

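Binding of p53 was measured by ChIP-seq in 6 KPR tumor cell lines, 2 of each of 3 tumor types, as inputs and p53 ChIP before and after 24 h of Tam, 24 samples in all. The lists of p53 peaks at 24 h of Tam, 1 for each line, are the data used here. The authors mapped reads to mm10 with Bowtie 1.0.1, allowed 2 mismatches, assigned each read with several places at random to a single place, and called peaks with MACS2 2.2.7.1, according to the methods and the submitters' processing notes. The fold enrichment of each peak is a ratio that the authors made with MACS2 before deposit, from the p53 ChIP pileup over the control at the summit. The p and q values of each peak are deposited as -log10 values, which the authors computed with MACS2 before deposit, the q by the method of Benjamini and Hochberg. The control of each list was read from the list's name and is an untreated p53 ChIP, of LA cells for the LA lists and of SA cells for the SA and LY lists. The lists hold no reads, so depth per sample is unknown and no precision from depth can be given. Exact 95% intervals of shares cover counting error alone.

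Cell lines were assigned to tumor types by the dataset legends of the paper, since the sample labels give the SA and LY lines the opposite types. LA2, SA1 and LY1, which the methods name, form one set, and LA1, SA2 and LY2 the other. The filter of the methods was read as a q under 0.01 and a fold enrichment of at least 5. Peaks were merged where they share at least 1 bp, and each merged region was scanned for a motif over its whole length. The p53 motif was scanned on both strands with a 20-base matrix written from the consensus of 2 half-sites of 10 bases, with a weight of 0.97 on the 4 core C and G bases and of 0.45 and 0.4 on the other preferred bases. Base shares were 0.292 for A and for T and 0.208 for C and for G, and the score threshold of 9.758 bits gives a chance of 0.0001 per position. This scan stands in for FIMO, and a count of 8-base words within 50 bp of summits, against sequence 300 to 400 bp away, stands in for MEME. Motif shares were compared with flanks of the same length 2 kb to each side. A word was called repeated when the 32 bases at a summit occur more than 1 time in the genome, on either strand. Genes are those of GENCODE M21, with 2 kb upstream, and a gene's fold enrichment is that of its strongest peak in a line. Copies of universal regions were aligned with blastn 2.17.0. The other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1.

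The cell line is the replicate. Motif shares and fold enrichments were compared over the 6 lines with exact two-sided sign-flip permutation tests, and tumor types with exact one-sided permutations over 15 choices or pairings of lines. Regions of Dataset S5 were moved to 100 random places each, 100 kb to 1 Mb away. Fixed gene lists, 13 in number, were compared with 10000 random sets of genes of the same length. The gene lists, the comparisons and the alternatives on thresholds, overlap, place of the motif, repeats, gene window and cell lines were set before the data were examined, and those chosen later are named in the parts that follow. Genes named are those the paper names in its text or in Fig. 2F, the 10 genic regions of each class of motif regions called in both sets of lines that rank highest in their weakest list, and at most 4 examples of each fixed list, with the paper's tables counted as seen. Genes in the densest 1 Mb windows were named after their values were seen.

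The methods were tested on simulated data. Of 9960 sequences with a planted site, 84.9% had a site past the threshold and 85.8% were called, and 3.70% of 10040 sequences without a site were called, against 3.73% expected. Overlaps and merged regions equalled those of bedtools, 264 of 600 intervals and 662 regions. All 200 planted shared regions were found, and 3.55% of 2000 null draws gave a sign-flip p of 0.05 or less. Datasets S1, S2 and S3 were held only in part and were not used, while Datasets S5, S6 and S7 were held in full. Peak calls at genes of Datasets S6 and S7 cover only those in the annotation. These were 68 of 87 core and 55 of 64 senescence-specific genes with higher expression. Normalized read densities, inputs, untreated samples and RNA values were not used here.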

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

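The tests of repeated sequence in motif-less SA1 peaks, of all deposited SA2 peaks and of weaker sites over words of a single copy were chosen only after the result was seen, and the reading of the test for a mislabelled SA2 list was changed after its value was seen.

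SA1 had many peaks without a p53 motif, few of them shared with LA2 or LY1. The values argue against gains of a few chromosome segments as the main source, since the 5% of 1 Mb windows richest in a random set of these peaks held 12.4% (SD 0.579, 20 random sets) of the rest of 4562 autosomal ones, although 104 SA1 peaks lie within 62 to 63 Mb of chromosome 15. Reads from repeated sequence assigned at random among its copies may account for many of them, since 78.8% of 5580 summits lay in a repeated word against 31.7% of points 20 kb away (ratio 2.49). Weaker p53 sites may account for some, since a weaker match lay near a summit 2.78 times as often as near points 2 kb away, and 1.94 times over words of a single copy. Open promoters cannot be told apart from the other sources, as the ratio of 2.33 for a TSS within 1 kb fell between the bounds set for and against them, and no biological explanation was tested.

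Among the universal regions of Dataset S5, 41 pairs lie 5 to 10 kb apart, such as the pair upstream of Ulbp1 on chromosome 10 (7474539–7474952 and 7482498–7482886, 99.7% identical). The members of 100% of the pairs (95% CI 91.4–100) aligned to each other, against 0.175% of random pairs of regions, which is consistent with paired copies of a single repeat element. Reads of a copy may also have been assigned to the others, which the values cannot decide. A repeated word lay at the LA2 summit in 100% of the 82 regions (95% CI 95.6–100), against 75.3% of the other universal regions. Members of a pair that align closely share most such words, so this value says little about where reads were placed. Whether p53 bound each copy was not tested, and no biological explanation was tested.

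Senescence-preferential regions of Dataset S5 were called in SA1 but rarely in SA2. The filter on peaks is argued against, since with any deposited SA2 peak 7.47% of the 174 regions were called, against 3.45% with the filter. Weaker regions missed in a list with weaker enrichment may be part of it and cannot be told apart from other sources, since universal regions matched on SA1 fold enrichment (median 10.2, against 9.12) were called in 19.8% of 126 cases in SA2 (95% CI 13.3–27.9), between the bounds set for and against, and in 47.6% in LA1 and 21.4% in LY2. A mislabelled SA2 list cannot be excluded either: 0% of 125 motif regions of LY1 alone were called in SA2 (95% CI up to 2.91), which was first read as against it, but LY2, a lymphoma list, called only 0.800% of them, and motif regions of SA1 alone were called in 13.2% of cases in SA2 and 12.9% in LY2, so neither value separates the types. In SA2, 3.08% of peaks and 2.88% of flanks held a motif, or 1.85 and 0.315% at a motif p under 1e-05. SA2 summits lay in a repeated word in 97.3% of peaks. The LA2 summit word was repeated in 82.6% of universal and 36.8% of senescence-preferential regions, and the match on fold enrichment was not made on repeats. A biological difference between the SA lines stays open and was not tested.

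Of the SA1 peaks, 11.6% were on chromosome Y, further above the other lines than Dixon's criterion allows, 1 of 12 measures so compared, where chance gives about 1 in 20. In SA1, SA2 and LY2 together, 11.1% of 1099 peaks on chromosome Y held a p53 motif, 7.39 times the 1.5% of flanks, and 99.4% of their summits lay in a repeated word, against 96.7% of points 20 kb away. The paper's ChIP methods do not name LA1, SA2 and LY2. The universal regions of Dataset S5 were called there in 71.7%, 51.4% and 52.9% of cases. The senescence-preferential regions were called there in 44.3%, 3.45% and 2.87%.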

How the results depend on the processing

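The restriction to summits in words of a single copy, the joint omission of SA2 and LY2 and the further thresholds for LA2 were chosen only after the result was seen. Values for all lines are in the order LA1, LA2, SA1, SA2, LY1 and LY2, and the cause of a change was not tested unless stated. A count was taken as the same within 1.5 times, a share within its 95% interval, a gene list within 1 SD over lines, a tested ratio on the same side of 0.05, and the similarity and the difference in senescence-preferential regions by direction alone. By these margins 83 of the planned values were the same, 93 moved, 15 kept their direction but were no longer past 0.05, and 4 reversed. Of those chosen later, 12 were the same, 16 moved and 3 were no longer past 0.05.

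With all deposited peaks, the lists had 4240, 2753, 10774, 15177, 2853 and 15400 peaks. Motif shares were then 12.7% in LA1, 31.0% in LA2, 11.1% in SA1 and 20.1% in LY1, the log2 ratio of fold enrichment with and without a motif was 0.32 (exact two-sided sign-flip permutation, p = 0.0625), and 34.3% of motif regions and 3.24% of others were shared between tumor types, a ratio of 10.6. Of the senescence-preferential regions 7.47% were called in SA2, 2.87% in LY1 and 8.62% in LY2, and of the universal regions 58.7% in SA2 and 62.3% in LY2. Core protein-coding genes with a peak were 15 in SA2 and 17 in LY2, and senescence genes 18 in LY2.

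With the q filter alone, the lists other than LA2 had 4003, 10480, 14860, 2732 and 14216 peaks. A log2 fold enrichment of at least 5 left 5, 19, 36, 1, 4 and 0. For LA2, a q under 1e-05 left 1088 and a fold enrichment of at least 6 left 1129.

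With a q under 1e-05 and a fold enrichment of at least 10, the lists had 133, 316, 365, 558, 200 and 162 peaks, with a motif in 94.7, 95.9, 87.1, 16.0, 98.0 and 39.8%. The log2 ratio of fold enrichment was 0.20 (exact two-sided permutation, p = 0.25), the shared regions 55.5% with and 8.62% without a motif (ratio 6.44), the motif regions in all 3 tumor types 111 and those in LA and SA but not LY 82. Senescence-preferential regions were called in 14.9% in LA1, 49.4% in LA2, 40.8% in SA1, 0% in SA2 and 0% in LY2, and universal regions in 34.8, 65.9, 77.5, 29.7, 61.6 and 21.4%.

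Motif shares were 12.7, 36.8, 9.36, 1.85, 21.9 and 2.47% at a motif p under 1e-05, 11.9, 34.7, 8.38, 1.80, 21.0 and 2.36% by the consensus with 2 mismatches, and 9.67, 27.8, 6.90, 1.22, 14.2 and 1.42% within 50 bp of the summit. There the log2 ratio of fold enrichment was 0.33 (exact two-sided permutation, p = 0.0625). At the motif p under 1e-05, 58.6% of motif regions were shared, 33.2 times the share without a motif. With summits within 100 bp the regions shared without a motif were 1.04% (ratio 36.2), and with reciprocal overlap 1.07% (ratio 35.5).

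With LA1, SA2 and LY2, 27.3% of regions without a motif were shared (ratio 1.37), 116 motif regions were in all 3 tumor types and 21 in LA and SA but not LY. With LA2, SA1 and LY1, and without regions mostly masked as repeat, 44 motif regions were in all 3 tumor types and 105 in LA and SA but not LY. With the same number of top peaks from each list, senescence-preferential regions were called in 78.7% in SA1, 0.575% in SA2 and 0.575% in LY2, and the similarity within over between tumor types turned to -0.00478. Over motif regions alone it was -0.00935.

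Over summits in words of a single copy, motif shares were 13.4, 28.0, 22.4, 7.56, 14.7 and 13.3%, and the log2 ratio of fold enrichment 0.16 (exact two-sided permutation, p = 0.0938). Shared motif regions were 23.7% (ratio 17.2), with 31 in all 3 tumor types and 98 in LA and SA but not LY. Core protein-coding genes with a peak were 0 in SA2 and 3 in LY2, and senescence genes 1 and 3.

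With 1 line left out in turn, the log2 ratio of motif shares over flanks ranged from 1.54 to 2.17 and that of fold enrichment from 0.35 to 0.43, each with p = 0.0625 (exact two-sided permutation), the smallest that 5 lines allow. Without SA2 and LY2 they were 2.58 and 0.45, each with p = 0.125 (exact two-sided permutation), the smallest for 4 lines. The similarity within over between types ranged from -0.0207 without SA1 to 0.0681 without LY2, and was -0.0103 without SA2. The difference in senescence-preferential regions called, LA and SA over LY, was 60.5 percentage points. The choice of the regions set 100% in LA2 and SA1 and 0% in LY1, so this difference cannot tell whether the regions recur. The lines outside that choice stood at 44.3% in LA1, 3.45% in SA2 and 2.87% in LY2. With the same limit, the difference ranged from 47.8 to 79.98 with 1 line left out and fell to 26.3 with the stricter filter. With peaks within 10 kb of the gene, the Myc list moved from 2.22 to 5.56%, highly transcribed genes from 4.44 to 8.89% and E2F targets from 4.17 to 6.67%, each less than 1 SD but over 1.5 times.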

Differences from the paper's values

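LA2 had 1736 peaks, against the paper's about 1100 in Fig. S3A, read by eye. None of the alternatives set before the data were examined comes within 1.5 times of it: all deposited peaks gave 2753, the q filter alone 2575, a log2 fold enrichment of at least 5 gave 19, and the stricter filter 316. Of 11 settings tried for LA2, made up of the main one and others chosen after seeing the values, 4 of the latter do: a fold enrichment of at least 6 gave 1129 and leaves 21 regions of Dataset S5 without an LA2 peak, and with a fold enrichment of at least 5, a -log10 q over 4 gave 1462 and leaves 0, one over 5 gave 1088 and leaves 0, and one over 6 gave 830 and leaves 12.

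Regions without a motif in LA alone numbered 961, against the paper's about 390 in Fig. 2B, read by eye. No alternative set before the data were examined closes this: all deposited peaks gave 1736, the stricter filter 8, summits within 100 bp 971, reciprocal overlap 969, the motif p under 1e-05 1039, and LA1, SA2 and LY2 1763. Regions without a motif in LA and SA numbered 24, against the paper's about 12 in Fig. 2B, read by eye. Of the alternatives set before the data were examined, summits within 100 bp (17) and reciprocal overlap (18) come within 1.5 times, and all deposited peaks (73), the stricter filter (4), the motif p under 1e-05 (39) and LA1, SA2 and LY2 (145) do not. The motif regions in all 3 tumor types (276) and in LA and SA alone (174) match the counts in the paper. Other values lay within 1.5 times of those read by eye without equalling them. Motif shares were 42.5% in LA2, 14.2% in SA1 and 27.3% in LY1, against about 62, 18 and 28%. Motif regions in a single tumor type numbered 249 in LA, 441 in SA and 125 in LY, against about 190, 660 and 120.

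The paper states that the p53 motif came first in each sample. By counts of 8-base words, a word of the p53 site came first in LA2 and LY1 and at rank 3 in LA1, and at rank 19 in SA1, 141 in SA2 and 39 in LY2. Such a count is not the MEME search of the paper, and it counts each copy of a repeated element. The paper's ChIP methods name LA2, SA1 and LY1 only.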

Other observations

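In SA1 a dense group of p53 peaks covers Myc, a growth-promoting transcription factor gene, and its noncoding neighbor Pvt1 on chromosome 15. The window from 62 to 63 Mb held 104 SA1 peaks, the most of any 1 Mb window, and that from 61 to 62 Mb held 23. Of the 104 peaks, 10 had a p53 motif and 14.4% had a repeated word at the summit, with a median fold enrichment of 7.38. SA2 had 9 peaks and LY2 3 in the first window, and SA2 and LY2 had 4 each and LA2 1 in the second. Whether a local gain in copy number raised the SA1 peaks was not tested. The other dense windows of SA1 were of repeated sequence, with 54 peaks at 123 to 124 Mb of chromosome 8 (96.3% repeated) and 50 at 114 to 115 Mb of chromosome 6 (98.0% repeated). These windows were looked at only after the result was seen at Pvt1.

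Outside growth arrest and apoptosis, genes of metabolism and of the matrix had peaks more often than random genes on average over the lines. These peaks were mostly in LA2 and SA1 and mostly at core genes of the paper. In SA2 the metabolism and matrix lists stood at percentiles 67.7 and 72.05 of the random sets. Metabolism genes in LY1 stood at 63.5 and matrix genes in LY2 at 74.4, and 0 of 10 matrix genes had a peak in LA1. Peaks were called at 16.7% ± 10.8 (SD, n = 6 lines) of metabolism genes, against 3.43% of random genes (percentile 99.96 of the random sets). Among them, Ephx1, an epoxide hydrolase gene, had a fold enrichment of 11.1 in LA2 and 11.2 in SA1, Gls2, a glutaminase gene, had 6.69 in LA1 and 5.11 in LA2, and Sco2 and Fdxr, of mitochondrial metabolism, had no peak. Of matrix genes, 23.3% ± 16.3 (SD, n = 6 lines) had a peak, against 8.89% (percentile 99.7). Thbs1, which encodes thrombospondin 1, had 5.55 in LA2 and, elsewhere in the gene, 5.75 in SA1, and Serpine1 and Igfbp3 had no peak. The LA2 peak of Thbs1 held no motif. The 3 lncRNA genes listed for p53 elsewhere, Neat1, Trp53cor1 and Pvt1, gave 38.9% ± 39.0 (SD, n = 6 lines), against 14.9% (percentile 98.3), and Trp53cor1 and Pvt1 are core genes of the paper, chosen in part on these libraries. The metabolism list holds the core genes Pgpep1, Fah, Plin2, Ak1, Ephx1 and Ddit4, and the matrix list Col2a1, Hspg2, Itgbl1, Podn, Mmrn2 and Pros1. The paper chose these in part on p53 binding in LA2, SA1 and LY1, so the percentiles are not independent of that choice. Outside the core genes, only Tigar and Gls2 of the metabolism list and Thbs1 of the matrix list had a peak. A percentile describes these libraries.

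Genes of feedback on p53 had a peak in 12.5% ± 15.8 (SD, n = 6 lines) of cases, against 5.91% of random genes (percentile 89.7). Trp53 itself had a peak of 5.09-fold in LA2 alone, and Mdm4 and Ppm1d, a partner and a phosphatase of p53, had none. Of DNA repair genes 11.7% ± 9.83 (SD, n = 6 lines) had a peak, against 6.38% (percentile 88.0). Fancc, of crosslink repair, had 6.65 in SA1 and 5.64 in LY2, and Xpc and Ddb2, of nucleotide excision repair, had none. The Fancc peak in SA1 held no motif and was 100% masked as repeat, and its summit word had 444 copies in the genome. The lineage lists lay near random genes, with 3.33% ± 5.16 (SD, n = 6 lines) of epithelial genes against 2.06% (percentile 68.4), 5.00% ± 8.37 (SD, n = 6 lines) of mesenchymal genes against 4.79% (percentile 50.0) and 3.33% ± 3.65 (SD, n = 6 lines) of lymphoid genes against 5.29% (percentile 20.4). Twist1, a mesenchymal transcription factor gene, had 5.79 in LA1 and 5.98 in SA1 at different places, and Ets1, a lymphoid one, had 5.49 in LA2 alone. Highly transcribed genes had a peak in 4.44% ± 8.07 (SD, n = 6 lines) of cases against 1.46% (percentile 93.2), with 9.33 at Ubc in SA1 and none at Actb or Gapdh. These peaks were at 3 of 15 genes in SA1 (percentile 99.25) and 1 of 15 in LA2 (percentile 80.1), with 0 in the other lines.

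Motif regions called in SA1 but in neither LA2 nor LY1 (441) had a peak in 13.2% of cases in SA2 (95% CI 10.1–16.7), 12.9% in LY2 (9.94–16.4) and 1.13% in LA1 (0.369–2.63). Those called in LA2 alone (249) had a peak in 8.43% of cases in LA1 (5.30–12.6), and in 0% in SA2 and 0% in LY2 (each up to 1.47). Of 87 core genes with higher expression in Dataset S6, 23 are in the genic part of the universal regions of Dataset S5, 23 in that of the senescence-preferential regions and 42 in neither. Of 64 senescence-specific genes, these counts are 7, 24 and 33. Intergenic regions, which the paper assigns to the closest gene, were not counted.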
